# Performance of a scalable RNA extraction-free transcriptome profiling method for adherent cultured human cells

**DOI:** 10.1038/s41598-021-98912-x

**Published:** 2021-09-30

**Authors:** Shreya Ghimire, Carley G. Stewart, Andrew L. Thurman, Alejandro A. Pezzulo

**Keywords:** Quality control, High-throughput screening, Transcriptomics, Bioinformatics, Gene expression analysis, Genomic analysis, High-throughput screening, Isolation, separation and purification

## Abstract

RNA sequencing enables high-content/high-complexity measurements in small molecule screens. Whereas the costs of DNA sequencing and RNA-seq library preparation have decreased consistently, RNA extraction remains a significant bottleneck to scalability. We evaluate the performance of a bulk RNA-seq library prep protocol optimized for analysis of many samples of adherent cultured cells in parallel. We combined a low-cost direct lysis buffer compatible with cDNA synthesis (in-lysate cDNA synthesis) with Smart-3SEQ and examine the effects of calmidazolium and fludrocortisone-induced perturbation of primary human dermal fibroblasts. We compared this method to normalized purified RNA inputs from matching samples followed by Smart-3SEQ or Illumina TruSeq library prep. Our results show the minimal effect of RNA loading normalization on data quality, measurement of gene expression patterns, and generation of differentially expressed gene lists. We found that in-lysate cDNA synthesis combined with Smart-3SEQ RNA-seq library prep generated high-quality data with similar ranked DEG lists when compared to library prep with extracted RNA or with Illumina TruSeq. Our data show that small molecule screens or experiments based on many perturbations quantified with RNA-seq are feasible at low reagent and time costs.

## Introduction

RNA sequencing (RNA-seq) is a popular tool in modern biology that has expanded our understanding of the regulation and complexity of the transcriptome of many species. Primarily used for differential gene expression analysis, other applications include transcript variants detection, alternative splicing, pathway analysis and exploring cellular heterogeneity and diversity in stem cell biology^1,2^. The typical RNA-seq workflow starts with RNA extraction from samples, followed by cDNA synthesis, adaptor ligation, size selection and high-throughput sequencing. The sequences are aligned to a reference genome and/or transcriptome to generate a genome wide transcription map which includes the transcriptional structure and/or expression profile for each gene^3^.

RNA-seq workflows have become progressively more efficient over time. There are at least 100 distinct RNA-seq library prep protocols^2^. By studying the effects of many perturbations (alterations induced by treatments) in parallel on cellular gene expression, efforts such as the Connectivity Map^4^ have uncovered novel mechanisms of disease and therapeutic targets. However, significant bottlenecks impede adoption of highly parallelized methods in the absence of robotics equipment. Highly efficient RNA extraction is simple to perform in a small number of samples but becomes costly and laborious at the scale of hundreds of samples, particularly for adherent cells that may require dissociation prior to processing. Moreover, highly multiplexed RNA-seq library prep generally requires costly commercial kits.

Prior work has demonstrated that qPCR can be accurately performed using bulk human primary and transformed/cancer cell samples without RNA extraction. These methods are based on the use of a lysis buffer compatible with in-lysate cDNA synthesis and downstream sample processing and have been applied to single cell RNA-seq^5–9^. Recently, Foley et al.^10^ developed a simple method (Smart-3SEQ) for rapid RNA-seq library prep; this was tested with laser micro dissected tissue applied to cDNA synthesis and with purified RNA, taking up to 4 h on average and with low reagent costs.

We hypothesized that in-lysate RNA-seq library prep with Smart-3SEQ would reduce reagent and time costs while maintaining quality comparable to a gold standard. We did side-by-side comparisons of library prep in-lysate vs. using purified RNA, followed by either Smart-3SEQ or Illumina TruSeq. We found that in-lysate cDNA synthesis allows generation of high-quality sequencing data without RNA input normalization. The gene expression profile of in-lysate RNA highly correlated with purified RNA. When compared to our gold standard, both methods showed similar performance for detection of DEGs and for pathway analysis. Thus, our data suggests that in-lysate RNA-seq library prep with Smart-3SEQ facilitates high-quality RNA-seq analysis of cultured adherent cells.

## Results

### Experimental design overview

We performed an experiment comparing RNA-seq library prep using cDNA synthesis with in-lysate RNA versus RNA purified from the same samples. We chose to use Smart-3SEQ library prep because it has fewer steps and uses lower volume of common reagents compared to many other RNA-seq library prep methods. It allows accurate quantification of transcript abundance with low RNA input making this approach rapid, robust and cost-efficient^10^. We further used purified RNA for TruSeq RNA-seq library prep as a gold standard (Fig. 1). Samples consisted of human dermal fibroblasts from 6 different human donors exposed to DMSO (Vehicle,10 μM), calmidazolium (10 μM), or fludrocortisone (10 μM) for 6 h. These drugs were chosen as they are known to affect multiple genes in pathways active in dermal fibroblasts. Cell culture replicates were then used for direct lysis vs. silica column-based RNA extraction. 

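Dermal fibroblasts are the cells that build the collagen matrix of the skin. Calmidazolium blocks calmodulin, a calcium sensor of the cell, and fludrocortisone is a synthetic corticosteroid that activates the mineralocorticoid and glucocorticoid receptors. Fibroblasts of 6 donors were exposed to each drug at 10 µM or to the DMSO vehicle for 6 h, and each of the 3 methods gave 1 library per donor and treatment, so every group held 6 libraries and the study 54. Smart-3SEQ primes cDNA synthesis on the poly(A) tail and counts the 3' end of each transcript, whereas TruSeq fragments the mRNA and reads pairs along its whole length. The in-lysate libraries came from other culture wells than the purified RNA, while the purified RNA Smart-3SEQ and TruSeq libraries shared 1 extract per well, so what these share includes the chance variation of that extract. The authors trimmed the reads, aligned them to GRCh38 with HISAT2 2.1.0, and counted unique reads per gene with featureCounts of Subread 1.6.4. The counting used the strand for Smart-3SEQ and no strand setting for TruSeq, where overlapping genes on opposite strands could not be separated. The values used here are these gene counts. In-lysate libraries held 1922517 to 15556156 counts with DMSO (median 4774898), 464095 to 3456598 with calmidazolium (median 879150) and 613062 to 2574601 with fludrocortisone (median 1192399). Purified RNA libraries held 2985933 to 9893024 counts with DMSO (median 5128924), 3647828 to 7252227 with calmidazolium (median 5817706) and 1499048 to 20329089 with fludrocortisone (median 13610416). TruSeq libraries held 7616628 to 10633097 counts with DMSO (median 9659458), 7457713 to 9498066 with calmidazolium (median 7864086) and 6714575 to 11062759 with fludrocortisone (median 8465083). Differential expression was tested for each method alone with edgeR's quasi-likelihood test, with donor and treatment as terms, TMM factors and Benjamini-Hochberg adjustment, in the 10413 in-lysate, 11621 purified RNA and 12480 TruSeq genes that edgeR's filter for low counts kept. A differentially expressed gene (DEG) had an adjusted p under 0.1, the threshold the paper gives for Fig. 4b and Fig. 5, while it states 0.01 for Fig. 4a in its Results and for Tables S4 and S5. Levels are CPM, counts scaled to the library total, given as mean ± SD over 6 donors, and gene positions are those of GENCODE 44 on GRCh38. A total of 25 gene lists covering signalling, stress, metabolism, cell division, matrix and other cell types was fixed in advance, and each list was tested with camera of limma at an adjusted p under 0.05.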

We then quantified RNA concentration in purified RNA samples using various methods (Supplementary Table S1). 1 μL of sample or 5 ng RNA in 1μL was used for in-lysate and purified RNA Smart-3SEQ library prep, respectively. 500 ng purified RNA per sample was used as input for preparing TruSeq stranded mRNA libraries following standard Illumina protocols. Fragment size distribution of pooled libraries were measured using High Sensitivity DNA Assay (Supplementary Fig. S1). We then used various analysis packages as described in the Methods section to generate uniquely aligned gene count tables. Supplementary Table S2 shows the percentage of total sequenced reads that were aligned to the reference genome by HISAT2 v2.1.0. A summary of FeatureCounts run is provided in Supplementary Table S3.

**Figure 1:**
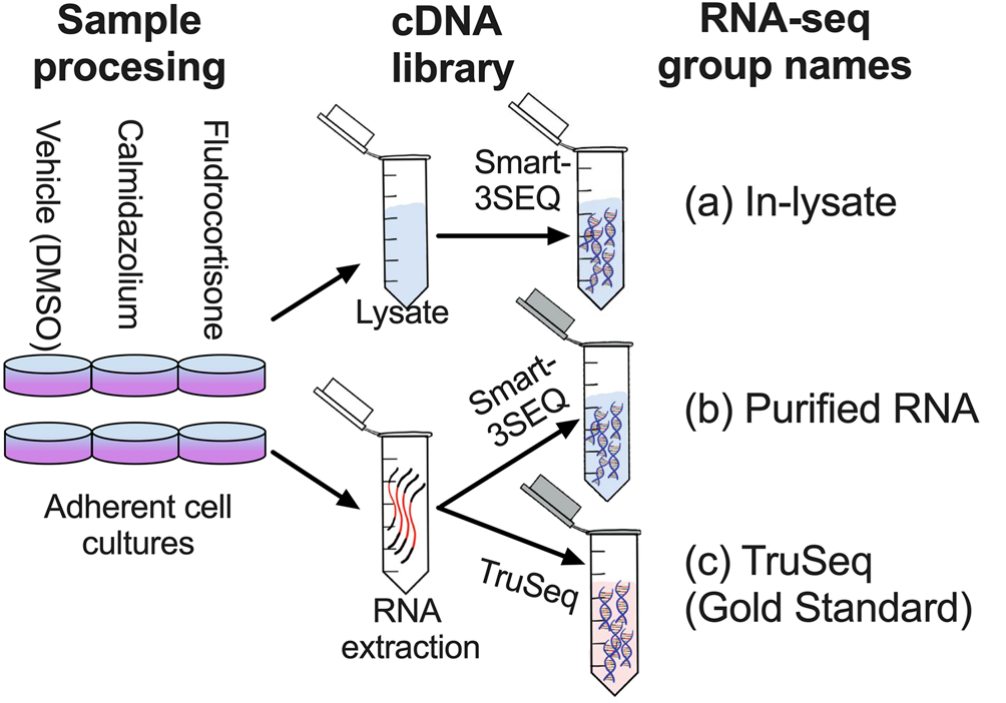
**In-lysate RNA seq library prep performance: experimental overview.** We used Smart-3SEQ to compare RNA-seq libraries prepared directly from lysate (**a**) and from extracted RNA (**b**). We used TruSeq libraries from matching RNA as the gold standard (**c**). 18 samples (6 donors, 3 treatments) were used for each method.

### Effects of variable RNA mass loading on in-lysate RNA-seq library prep

Normalization (equalization of concentration and volume) of RNA input at scale is costly and laborious, so we examined the performance of normalization free in-lysate cDNA synthesis. For in-lysate samples, RNA input was neither normalized for cDNA library prep nor for sequencing. For purified RNA samples and for TruSeq (gold standard) samples, RNA input was normalized for cDNA library prep based on Qubit RNA quantification. Figure 2 shows the distribution of total uniquely aligned gene reads for DMSO treated samples across three RNA-prep methods. 

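VIM, which encodes the intermediate filament protein vimentin of fibroblasts, lies on chromosome 10 of GRCh38 from 17228241 to 17237593 and with vehicle treatment reached 19896 ± 2117 CPM (SD, n = 6 donors) in in-lysate libraries, 17723 ± 2306 CPM in purified RNA libraries and 12351 ± 2415 CPM in TruSeq libraries. TIMP3, an inhibitor of matrix metalloproteinases, reached 2092 ± 1669 CPM in-lysate, 2106 ± 1913 CPM in purified RNA and 3094 ± 2841 CPM in TruSeq. The total gene count of a DMSO library had an SD of 1.04 on the log2 scale with the in-lysate method, 0.58 with purified RNA and 0.18 with TruSeq (n = 6 donors each). The highest total was 8.09 times the lowest with the in-lysate method, 3.31 times with purified RNA and 1.40 times with TruSeq. The mean distance of a library from its group's median was 0.76 in-lysate, 0.39 in purified RNA and 0.14 in TruSeq on the log2 scale. A two-sided exact permutation test that swapped methods within donors (64 swaps) gave p = 0.125 for in-lysate against TruSeq and p = 0.438 for purified RNA against TruSeq. Adjusted over 6 such comparisons these were 0.375 and 0.50. The swaps exchanged whole totals, so the methods' different levels widened the swapped groups as well. The test therefore cannot decide whether the spread differed.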

As expected, the total counts of normalized TruSeq libraries were more uniform than those of libraries prepared without RNA input normalization. 

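COL1A2, which encodes a chain of type I collagen, lies on chromosome 7 of GRCh38 from 94394895 to 94431227 and was among the most abundant transcripts under every treatment. In in-lysate libraries it had 9227 ± 2024 CPM with DMSO, 6497 ± 1719 CPM with calmidazolium and 8249.8 ± 1505 CPM with fludrocortisone (SD, n = 6 donors). It fell with calmidazolium, with a log2 fold change of -0.51 (standard error 0.04, adjusted p = 3.5e-12) in-lysate, -0.46 (standard error 0.10, adjusted p = 0.0021) in purified RNA and -0.66 (standard error 0.10, adjusted p = 0.00010 from edgeR) in TruSeq. With fludrocortisone the value was -0.13 (standard error 0.04, adjusted p = 0.098) in-lysate and 0.00 (standard error 0.09, adjusted p = 0.99 from edgeR) in purified RNA. The in-lysate libraries of drug-treated cells held fewer counts than the DMSO libraries in 6 of 6 donors, by a mean log2 difference of -2.26 (SD 1.58) for calmidazolium and -2.08 (SD 1.16) for fludrocortisone. An exact sign-flip test over 6 donors gave p = 0.0313 for each drug, the smallest that 6 donors allow (0.0938 when adjusted over 6 comparisons). Purified RNA totals differed from DMSO by 0.11 (SD 0.83) with calmidazolium and 0.90 (SD 1.84) with fludrocortisone (exact p = 0.656 and p = 0.281), and TruSeq totals by -0.20 (SD 0.15) and -0.11 (SD 0.39; exact p = 0.0625 and p = 0.563). The SD of the log2 totals was 1.29 in-lysate, 0.40 in purified RNA and 0.13 in TruSeq with calmidazolium, and 0.78, 1.39 and 0.30 with fludrocortisone. The spread of drug-treated against DMSO totals gave exact p between 0.125 and 0.75 in the 6 comparisons, by swapping the treatments within donors. These swaps likewise exchanged whole totals, so where the levels differed, as in-lysate, the test cannot decide whether the spread did.

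**Figure D1:**
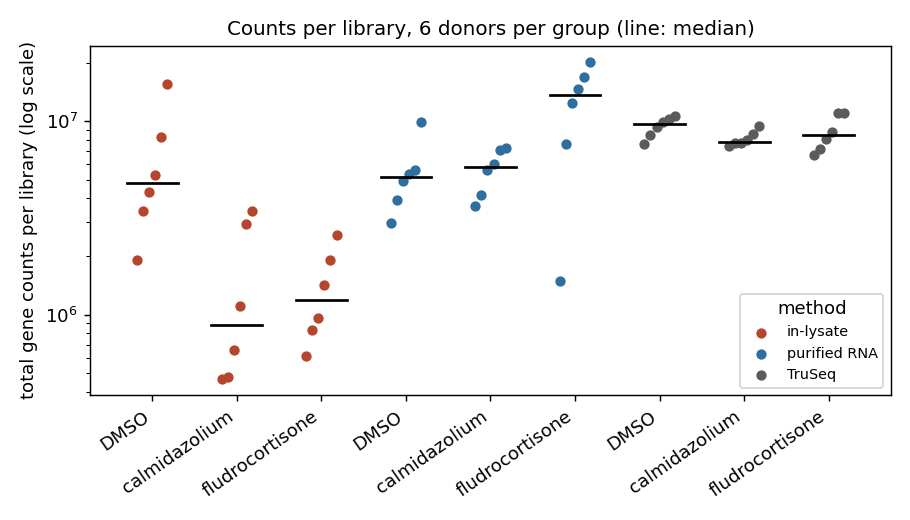
Total gene counts of each of the 54 libraries on a log scale, by method and treatment, with 6 donors per group and the median as a line. The in-lysate libraries of drug-treated cells have medians of 879150 and 1192399, below the 4774898 of their DMSO libraries, and the TruSeq libraries lie closest together.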

Gene counts for calmidazolium and fludrocortisone treated samples showed larger variability than those of vehicle-treated samples (Supplementary Fig. S2). These data suggest that in-lysate cDNA synthesis allows RNA-seq library prep without RNA input normalization. 

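The fibroblast's main matrix and cytoskeleton genes were counted deeply even in the smallest in-lysate libraries. COL1A1, the other chain of type I collagen, lies on chromosome 17 of GRCh38 from 50184101 to 50201632 and had 7017 ± 2697 CPM with DMSO, 5039.6 ± 2376 CPM with calmidazolium and 5812 ± 2312 CPM with fludrocortisone in the in-lysate libraries (SD, n = 6 donors). It fell with calmidazolium, with a log2 fold change of -0.51 (standard error 0.04, adjusted p = 1.0e-12), and with fludrocortisone, with a log2 value of -0.25 (standard error 0.04, adjusted p = 2.9e-05 from edgeR), each in 6 of 6 donors. VIM held 18547 ± 1354 CPM with calmidazolium and 17899 ± 1663 CPM with fludrocortisone in-lysate. PRRX1, a transcription factor of connective tissue cells, had 522 ± 128 CPM in-lysate and 456 ± 90.9 CPM in purified RNA with DMSO. Of the in-lysate libraries, 3 with calmidazolium and 3 with fludrocortisone held fewer than 1e6 counts. In counts simulated at these depths with 200 changed genes, the test recovered 77.0% of genes with a log2 fold change of 1 in-lysate, 95.0% in purified RNA and 89.0% in TruSeq, and 42.0%, 69.0% and 65.0% of genes with a log2 fold change of 0.5.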

We then investigated the effects of library prep methods on RNA-seq gene expression quantification accuracy.

**Figure 2:**
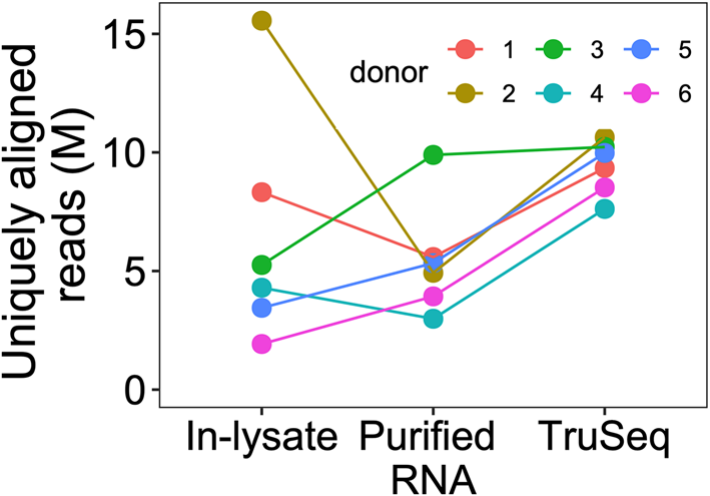
**In-lysate Smart-3SEQ RNA-seq library prep results in similar aligned sequence counts as TruSeq.** Each dot represents a donor for a vehicle-treated sample. The line connects same donor sample among methods. The y-axis shows total uniquely aligned gene reads by featureCounts in millions (M).

### Gene expression profiles of in-lysate and purified RNA library prep highly correlate

Use of in-lysate RNA for RNA-seq library prep may result in unexpected biases in the type (nuclear vs. cytoplasmic, length) of mRNA molecules recovered that could either mask or accentuate variation between samples. We hypothesized that in-lysate and purified RNA library prep for RNA-seq would result in highly correlated data from matching samples. We transformed the uniquely aligned gene reads into log2 counts per million (CPM) and performed Pearson’s correlation within each treatment group: DMSO (vehicle), calmidazolium and fludrocortisone (Fig. 3). Out of three treatment groups, DMSO showed highest correlation between methods, followed by Fludrocortisone and Calmidazolium. 

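CRYAB and HSPB1, both small heat shock proteins, were lower in in-lysate than in purified RNA libraries with DMSO, with log2 differences of -0.28 (standard error 0.08, adjusted p = 0.0044) and -0.70 (standard error 0.08, adjusted p = 1.4e-07 from edgeR). CRYAB had 393 ± 101 CPM in-lysate and 432 ± 131 CPM in purified RNA with DMSO, 422 ± 83.3 and 431 ± 134 CPM with calmidazolium, and 615 ± 159 and 674 ± 227 CPM with fludrocortisone (SD, n = 6 donors). HSPB1 had 595 ± 83.04 CPM in-lysate and 866 ± 135 CPM in purified RNA with DMSO. Across genes, the squared Pearson correlation of log2(CPM + 1) between the in-lysate and purified RNA libraries of a donor was 0.975 ± 0.00431 (SD, n = 6 donors) with DMSO, 0.965 ± 0.00836 with fludrocortisone and 0.953 ± 0.00845 with calmidazolium, where genes are not independent replicates. The Pearson r itself was 0.985 to 0.99 with DMSO, 0.977 to 0.988 with fludrocortisone and 0.972 to 0.984 with calmidazolium. R² with DMSO was higher than with calmidazolium in 6 of 6 donors, by 0.0214 (SD 0.0109; exact sign-flip p = 0.0313, adjusted 0.0625 over 12 comparisons). It was higher than with fludrocortisone in 5 of 6 donors, by 0.00948 (SD 0.00822; exact p = 0.0625, adjusted 0.0833), and fludrocortisone lay above calmidazolium in 5 of 6, by 0.0120 (SD 0.0120; exact p = 0.0625, adjusted 0.0833), and no step passed 0.05 after adjustment. With the squared rank correlation the order of the drugs turned (0.8253 with calmidazolium, 0.8229 with fludrocortisone). The depth of the in-lysate libraries fell in the order DMSO, fludrocortisone, calmidazolium (median counts 4774898, 1192399 and 879150). Lower depth and the drugs therefore cannot be told apart as the source of the lower R².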

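Some matrix genes differed widely among the donors' fibroblasts. ELN, which encodes elastin, had 170.4 ± 166 CPM in-lysate and 223 ± 283 CPM in purified RNA with DMSO (SD, n = 6 donors), and APOD, a lipid-binding apolipoprotein, had 14.96 ± 10.6 and 13.9 ± 16.4 CPM. ACTA2, the smooth muscle actin of contractile fibroblasts, had 198 ± 103 and 273 ± 199 CPM. Between in-lysate and purified RNA libraries of different donors the mean R² was 0.964 with DMSO, 0.943 with calmidazolium and 0.955 with fludrocortisone, below the means within a donor. A library's highest R² was with its own donor in 6, 4 and 5 of 6 donors for DMSO, calmidazolium and fludrocortisone. Between in-lysate and TruSeq the means for different donors were 0.884, 0.864 and 0.877, and 4, 3 and 4 of 6 donors matched themselves best. Between purified RNA and TruSeq, which shared their RNA, they were 0.889, 0.893 and 0.894, and 6 of 6 matched themselves best under each treatment. In each of the 9 comparisons the true pairing of the 6 donors gave the highest mean R² of all 720 pairings (exact permutation p = 0.00139, the smallest that 720 pairings allow).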

Overall, samples correlated more highly with themselves than with other samples across methods. These data show that gene expression profiles generated from RNA-seq libraries prepared with in-lysate versus purified RNA are highly comparable. 

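With vehicle alone, nuclear-retained RNAs, early response genes and glucocorticoid-induced genes stood higher in in-lysate libraries than in purified RNA libraries, and ribosomal protein mRNAs stood lower. SNORD79, a small nucleolar RNA encoded on chromosome 4 of GRCh38 from 184431966 to 184432049, had 106 ± 29.9 CPM in-lysate and 2.82 ± 1.73 CPM in purified RNA (SD, n = 6 donors), a log2 difference of 5.19 (standard error 0.23, adjusted p = 3.4e-14 from edgeR). The snoRNA SNORD113-4 differed by 3.73 (standard error 0.55, adjusted p = 7.8e-06), RNU4ATAC, an RNA of the minor spliceosome, by 3.09 (standard error 0.25, adjusted p = 8.5e-10), and GOLGA8A, which shares sequence with other golgin genes so that its reads may be split, by 2.89 (standard error 0.31, adjusted p = 8.3e-08 from edgeR). NEAT1, the nuclear RNA that builds paraspeckles, was higher in-lysate by 1.90 (standard error 0.16, adjusted p = 2.0e-09), whereas MALAT1, another nuclear RNA, was lower with a log2 value of -0.70 (standard error 0.09, adjusted p = 1.1e-06 from edgeR). CXCL2, a neutrophil-attracting chemokine, was higher in-lysate by 3.10 (standard error 0.43, adjusted p = 3.2e-06 from edgeR). FKBP5, a chaperone of the glucocorticoid receptor, was higher by 2.18 (standard error 0.15, adjusted p = 4.7e-11 from edgeR), in 6 of 6 donors each. Among lower genes, HMGN2, a nucleosome-binding protein, had 32.2 ± 7.14 CPM in-lysate and 189.7 ± 36.4 CPM in purified RNA, PRKRIP1 differed by -2.90 and BCL7A by -2.50, and the near-identical kinases CDK11B and CDK11A, whose reads the counting may have split, by -2.44 and -2.14. Of 28 measured genes that glucocorticoids induce, 22 were higher in-lysate and 2 lower (22 and 3 when adjusted over the list alone, median 0.52). Camera of limma gave adjusted p = 1.0e-07, and adjusted p = 0.35 with an estimated correlation. Of 16 immediate-early genes 10 were higher and 2 lower (10 and 2 when adjusted over the list alone). The list test, camera of limma, gave adjusted p = 0.0022, and adjusted p = 0.35 with an estimated correlation. Of 19 inflammatory mediators 10 were higher and 1 lower (12 and 1 when adjusted over the list alone). Tested with camera of limma, the list had adjusted p = 0.0013, and adjusted p = 0.48 with an estimated correlation. Of 15 nuclear-retained RNAs 11 were higher and 1 lower (11 and 1 when adjusted over the list alone, median 0.70). For this list camera from limma returned adjusted p = 0.00038, and adjusted p = 0.48 with an estimated correlation. Of 51 cytosolic ribosomal proteins 4 were higher and 40 lower (4 and 42 when adjusted over the list alone, median -0.39). Camera of limma gave adjusted p = 2.4e-11, and adjusted p = 0.56 with an estimated correlation. Of 34 nuclear-encoded genes of oxidative phosphorylation 6 were higher and 17 lower (6 and 18 when adjusted over the list alone). The list test, camera of limma, gave adjusted p = 0.020, and adjusted p = 0.70 with an estimated correlation. Of 27 matrix genes 13 were higher and 5 lower (13 and 5 when adjusted over the list alone). Tested with camera of limma, the list had adjusted p = 0.0032, and adjusted p = 0.48 with an estimated correlation. In all, 5555 of 11335 tested genes differed between the methods in DMSO, 2785 higher and 2770 lower in-lysate, in a fit with donor as a term, and 3446 without it. Reads in no annotated feature made up 17.0% of uniquely aligned in-lysate reads and 9.04% of purified RNA reads. These are means over all 18 libraries of each method, from the paper's counting summary. Whether such reads raised the RNAs above was not tested.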

We further performed Pearson’s correlation between Smart-3SEQ libraries (in-lysate and Purified RNA) and TruSeq for each treatment group (Supplementary Fig. S3). Additional gene length-based normalization was done for TruSeq data (uniquely aligned gene reads/gene length) prior to conversion to log2cpm, in order to perform direct comparison with Smart-3SEQ libraries. Both Smart-3SEQ libraries showed similar correlation to TruSeq ranging from 0.93 to 0.96 for matching samples.

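Collagen mRNA took a larger share of TruSeq libraries, where COL1A1 had 18742 ± 6995 CPM and COL1A2 21662 ± 4029 CPM with DMSO (SD, n = 6 donors; CPM here without division by gene length), against 6415 ± 3246 and 6168 ± 1300.3 CPM in purified RNA Smart-3SEQ. MALAT1 lies on chromosome 11 of GRCh38 from 65497640 to 65508073 and its antisense partner TALAM1 overlaps it from 65499312 to 65507432. Unstranded TruSeq counting could not assign reads of the overlap if the annotation used for it held both genes. MALAT1 had 2628 ± 301 CPM in-lysate and 3850.1 ± 710.5 CPM in purified RNA but 0.412 ± 0.473 CPM in TruSeq. MALAT1 was 1 of 20 genes with a mean of at least 20 CPM in both Smart-3SEQ methods and under 1 CPM in TruSeq, which were chosen after their values were seen. Others were ATP5F1E, a subunit of ATP synthase, with 444 CPM in-lysate, 900.4 CPM in purified RNA and 0.574 CPM in TruSeq, and the histone gene H4C3, with 543 CPM, 472 CPM and 0.0580 CPM (means over 18 libraries). With TruSeq counts divided by gene length, R² between libraries of the same donor was 0.895 ± 0.00782 (SD, n = 6 donors) for in-lysate and 0.905 ± 0.00617 for purified RNA with DMSO, 0.874 ± 0.0110 and 0.910 ± 0.00462 with calmidazolium, and 0.887 ± 0.0103 and 0.910 ± 0.00705 with fludrocortisone. The Pearson r ranged from 0.925 to 0.958 over all of these pairs. Purified RNA lay closer to TruSeq than in-lysate in 5 of 6 donors with DMSO, by 0.0102 (SD 0.00645; exact p = 0.0625), and in 6 of 6 with calmidazolium, by 0.0360 (SD 0.00920), and with fludrocortisone, by 0.0227 (SD 0.0134; exact p = 0.0313 each, 0.0625 when adjusted over 12 comparisons). Without division by gene length the order with DMSO turned, to 0.9212 for in-lysate and 0.9198 for purified RNA.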

**Figure 3:**
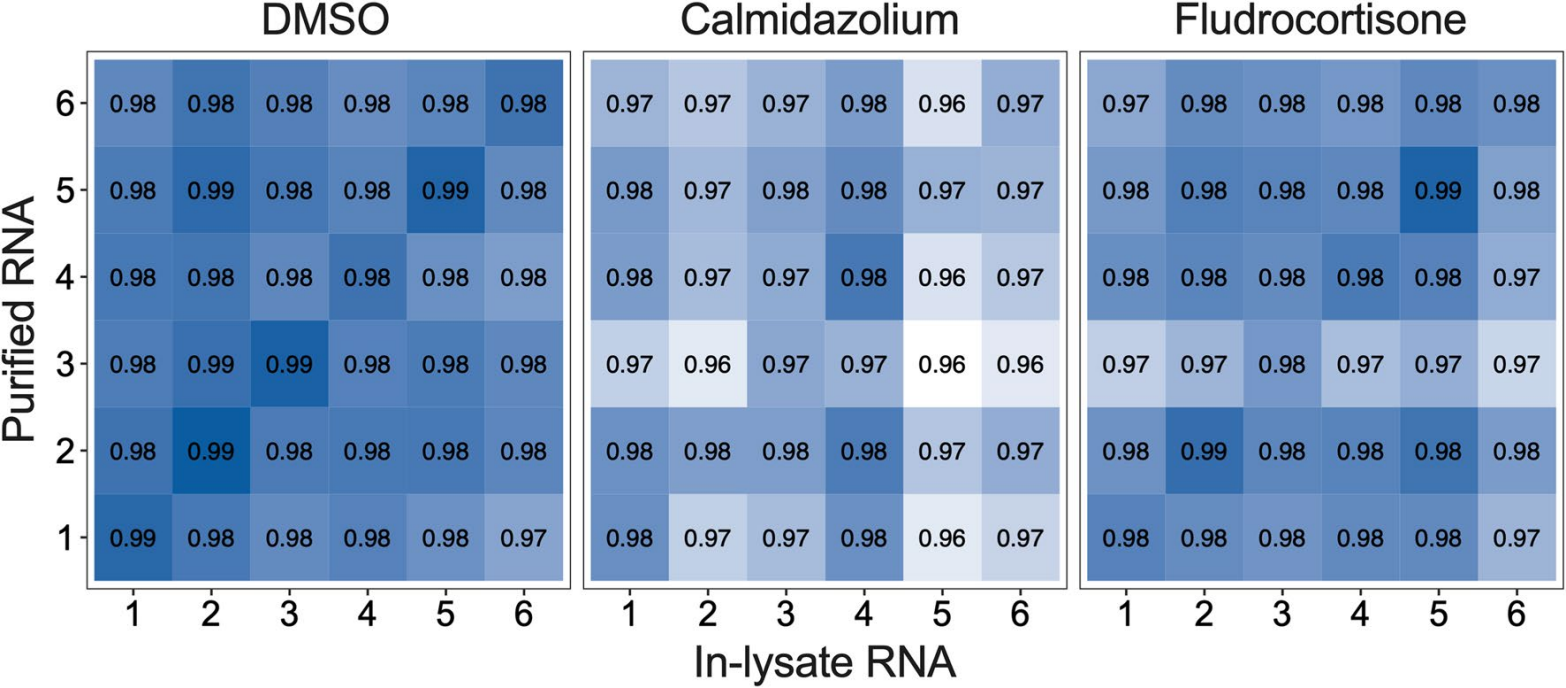
**In-lysate and Purified RNA Smart-3SEQ RNA-seq data highly correlate.** Gene counts correlation between data from RNA-seq libraries prepared from purified and in-lysate for DMSO-, calmidazolium-, and fludrocortisone-treated samples. Values in each plot represents R^2^ value for Pearson's correlation. Uniquely aligned gene reads were log2-transformed prior to calculating the correlation.

### In-lysate and purified RNA Smart-3SEQ library DEG analysis show response patterns similar to TruSeq

Variable sequencing depth can affect quantification of low-expressed genes for accurate differential expression analysis. Since the gene counts in matching samples between methods highly correlated with each other (Fig. 3) we hypothesized that our data would produce similar number of significant DEGs between methods for each treatment group. We performed DEG analysis (DESeq2-1.30.1^11^, design: ~ donor + treatment) analysis for each method using uniquely aligned gene reads. Figure 4a shows MA plots for each method and treatment groups. DESeq2 uses the average expression strength of each gene across all samples as its filter and then removes all genes with mean normalized counts below a certain threshold, calculated using multiple tests. The chosen threshold, by default maximizes the number of genes found at a specified target FDR (0.01). In Fig. 4a, the genes that contain enough information to yield a significant call at an estimated FDR of 0.01 are colored black. Supplementary Table S4 summarizes the number of DEGs, non-DEGs and filtered genes identified for each method and comparison groups. 

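Calmidazolium raised a broad set of early response and inflammatory genes within 6 h. CXCL2, on chromosome 4 of GRCh38 from 74097040 to 74099196, went from 5.14 ± 1.77 to 107 ± 108 CPM in-lysate (SD, n = 6 donors), a log2 fold change of 3.88 (standard error 0.31, adjusted p = 2.2e-13), and rose by 5.93 (standard error 0.43, adjusted p = 1.7e-08) in purified RNA and by 6.43 (standard error 0.36, adjusted p = 7.1e-09 from edgeR) in TruSeq. FOS, a subunit of the AP-1 transcription factor, lies on chromosome 14 of GRCh38 from 75278826 to 75282230 and rose by 3.14 (standard error 0.28, adjusted p = 3.7e-12) in-lysate, 5.16 (standard error 0.35, adjusted p = 6.7e-09) in purified RNA and 5.85 (standard error 0.34, adjusted p = 9.5e-09 from edgeR) in TruSeq. LIF, a cytokine of the interleukin-6 family, rose by 3.76, 5.10 and 6.61 in the same order, and PTGS2, the cyclooxygenase that makes prostaglandins, by 3.22, 3.88 and 4.60, in 6 of 6 donors with each method. Of 17 immediate-early genes, 17 rose in-lysate, 16 in purified RNA and 16 in TruSeq (17, 16 and 17 when adjusted over the list alone), with median log2 fold changes of 1.72, 1.96 and 2.28 and a camera adjusted p of 9.4e-44, 2.4e-39 and 1.1e-38 from limma. Inflammatory mediators rose in 13 of 18, 18 of 22 and 20 of 24 measured members (15, 19 and 20 when adjusted over the list alone), with a camera adjusted p of 2.1e-30, 1.1e-23 and 6.9e-32 from limma, and the calls of both lists held with an estimated correlation. The DMSO libraries of the in-lysate method held CXCL2 and FOS at a higher level than those of purified RNA. With calmidazolium 1766 genes were DEGs in-lysate (1102 up, 664 down), 3690 in purified RNA (1813 up, 1877 down) and 4470 in TruSeq (2253 up, 2217 down), from edgeR. With fludrocortisone there were 735 (433 up, 302 down), 1886 (955 up, 931 down) and 2383 (1288 up, 1095 down). The count rested in part on the pairing: without donor as a term, calmidazolium gave 844, 942 and 1142 DEGs and fludrocortisone 328, 484 and 645. Leaving out donor 1 gave 1064 in-lysate calmidazolium DEGs and leaving out donor 5 gave 2425 in purified RNA.

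**Figure D2:**
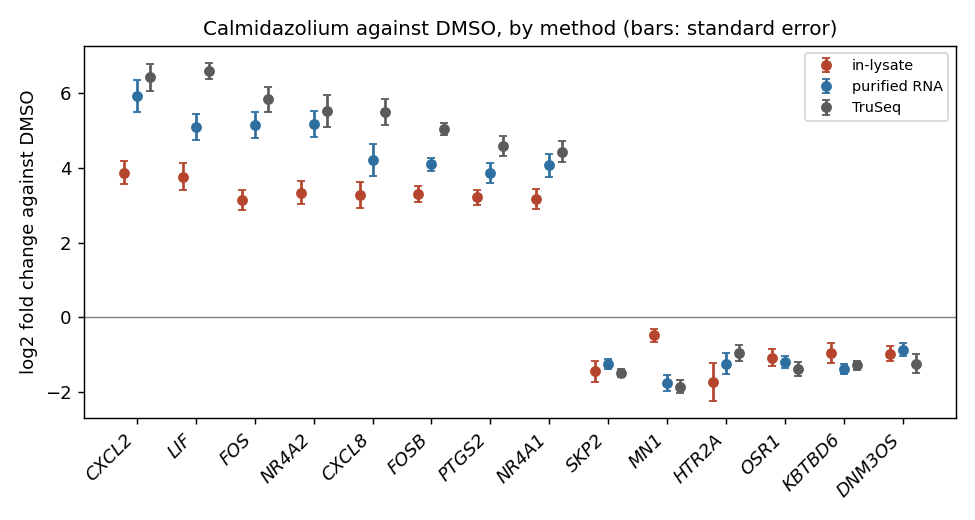
Log2 fold change with calmidazolium against DMSO of the 8 genes with the largest mean rise and the 6 with the largest mean fall among genes changed the same way in all 6 donors with all 3 methods. Points are edgeR estimates for each method and bars are standard errors, and the rises of CXCL2 range from 3.88 in-lysate to 6.43 in TruSeq.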

The calmidazolium treatment seems to induce more changes in gene expression compared to fludrocortisone treatment group for each method. The in-lysate method had the lowest number of DEGs for Fludrocortisone treatment group compared to Purified and TruSeq method. 

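Fludrocortisone raised the known targets of the glucocorticoid receptor in in-lysate libraries. FKBP5, on chromosome 6 of GRCh38 from 35573585 to 35728583, went from 44.3 ± 6.89 to 265 ± 31.97 CPM in-lysate (SD, n = 6 donors), a log2 fold change of 2.59 (standard error 0.11, adjusted p = 1.8e-23), and rose by 4.55 (standard error 0.12, adjusted p = 1.7e-15) in purified RNA and 6.25 (standard error 0.17, adjusted p = 3.6e-13 from edgeR) in TruSeq. ZBTB16, a transcription factor on chromosome 11 of GRCh38 from 114059041 to 114256765, rose by 3.19 (standard error 0.38, adjusted p = 1.2e-08) in-lysate, 5.64 (standard error 0.28, adjusted p = 4.9e-11) in purified RNA and 9.68 (standard error 0.29, adjusted p = 6.4e-10 from edgeR) in TruSeq, where its DMSO level was only 0.0219 ± 0.0536 CPM. TSC22D3, which encodes the anti-inflammatory protein GILZ, rose by 2.31, 3.24 and 3.41 with the methods in that order, and the clock gene PER1 by 1.69, 3.07 and 3.06. HAS2, the synthase of the matrix polysaccharide hyaluronan, lies on chromosome 8 of GRCh38 from 121612116 to 121641440 and fell from 160.1 ± 125 to 23.05 ± 8.02 CPM in-lysate, with log2 fold changes of -2.71 (standard error 0.20, adjusted p = 4.3e-14), -2.86 (standard error 0.26, adjusted p = 1.3e-07) in purified RNA and -3.61 (standard error 0.25, adjusted p = 2.2e-08 from edgeR) in TruSeq. Of the glucocorticoid-induced genes, 27 of 29 measured rose in-lysate, 28 of 30 in purified RNA and 29 of 31 in TruSeq (27, 28 and 29 when adjusted over the list alone), with medians of 1.5, 2.01 and 2.13. Camera gave the list adjusted p of 7.9e-158, 2.1e-122 and 3.8e-116 from limma, and adjusted p = 4.0e-07, 6.6e-07 and 8.5e-06 with an estimated correlation. FKBP5, TSC22D3 and PER1 were higher in the in-lysate DMSO libraries than in those of purified RNA. The in-lysate DEGs were 7.06% of the genes tested, against 16.2% in purified RNA and 19.1% in TruSeq, and 571 to 689 genes were called when 1 donor was left out. In purified RNA the count was 3702 without donor 3 and 1186 without donor 4.

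**Figure D3:**
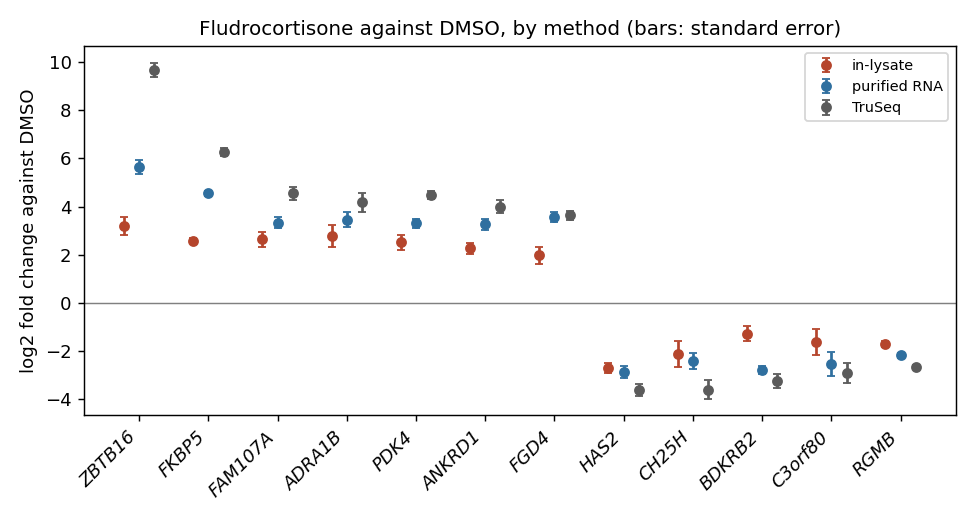
Log2 fold change with fludrocortisone against DMSO of 7 of the 8 genes with the largest mean rise and 5 of the 6 with the largest mean fall among genes changed the same way in all 6 donors with all 3 methods. Points are edgeR estimates for each method and bars are standard errors, and the in-lysate rise of FKBP5 (2.59) lies below those of purified RNA (4.55) and TruSeq (6.25).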

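IL6, a cytokine of inflammation, was too low to be tested in-lysate, and with calmidazolium it rose by a log2 fold change of 3.37 (standard error 0.38, adjusted p = 4.3e-06) in purified RNA and 4.55 (standard error 0.30, adjusted p = 2.9e-08 from edgeR) in TruSeq. NOTCH3, a receptor of mural cells, fell with a log2 value of -0.80 (standard error 0.13, adjusted p = 0.00028) in purified RNA and -0.71 (standard error 0.12, adjusted p = 0.00030) in TruSeq, and in-lysate its value was -0.25 (standard error 0.17, adjusted p = 0.39 from edgeR). With fludrocortisone CCL7, a monocyte-attracting chemokine, fell with a log2 value of -2.77 in purified RNA and -3.62 in TruSeq and was also not tested in-lysate. DEGs made up 35.8% of the genes tested in TruSeq with calmidazolium, against 31.8% in purified RNA and 17.0% in-lysate. Of the TruSeq DEGs, 2816 had the same sign in 6 of 6 donors with calmidazolium and 1940 with fludrocortisone, against 2308 and 1235 in purified RNA and 986 and 582 in-lysate. With counts thinned to the lowest total of the 3 methods for each donor and treatment, TruSeq gave 2711 and 1432 DEGs, purified RNA 2166 and 939 and in-lysate 1718 and 705.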

As expected, TruSeq method identified more DEGs for both treatment groups. We then compared the significant genes using specific thresholds for log2 fold change (LFC) and q-value. Figure 4b shows volcano plots in which, using cutoffs of abs(log2FC) = 1 and q-value < 0.1, both Calmidazolium and Fludrocortisone induced comparatively more upregulated than downregulated genes in all three methods. 

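The larger changes leaned towards rises with both drugs. With calmidazolium DDIT3, a transcription factor of the stress response, lies on chromosome 12 of GRCh38 from 57516588 to 57521737 and rose by a log2 fold change of 2.50 (standard error 0.12, adjusted p = 1.1e-20) in-lysate, 2.80 (standard error 0.21, adjusted p = 2.0e-08) in purified RNA and 3.12 (standard error 0.20, adjusted p = 1.6e-08 from edgeR) in TruSeq. GDF15, a stress-induced cytokine, rose by 2.30, 2.79 and 3.15. SKP2, which marks cell cycle inhibitors for degradation, fell with a log2 value of -1.45 (standard error 0.27, adjusted p = 0.00011) in-lysate, -1.24 (standard error 0.13, adjusted p = 2.2e-06) in purified RNA and -1.48 (standard error 0.10, adjusted p = 4.2e-08 from edgeR) in TruSeq. OSR1, a transcription factor of connective tissue, fell with a log2 value of -1.08, -1.19 and -1.39. With fludrocortisone PDK4, which restrains glucose oxidation, rose by 2.52, 3.31 and 4.49, and RGMB, a co-receptor for bone morphogenetic proteins, fell with a log2 value of -1.68 (standard error 0.12, adjusted p = 4.0e-15 from edgeR) in-lysate, -2.17 in purified RNA and -2.64 in TruSeq. The bradykinin receptor BDKRB2 rose with calmidazolium by 1.97, 1.28 and 1.57 and fell with fludrocortisone, with a log2 value of -1.27, -2.77 and -3.24. Among DEGs with an absolute log2 fold change above 1, calmidazolium raised 220 and lowered 42 genes in-lysate, 236 and 68 in purified RNA, and 291 and 104 in TruSeq. Fludrocortisone raised 107 and lowered 53 in-lysate, 215 and 127 in purified RNA, and 278 and 211 in TruSeq. Over all DEGs the share that rose was 62.4% in-lysate, 49.1% in purified RNA and 50.4% in TruSeq with calmidazolium and 58.9%, 50.6% and 54.0% with fludrocortisone.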

Supplementary Table S5 summarizes the number of significant and non-significant genes (up and downregulated) for each method and comparison groups. 

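Some genes of cell division fell with calmidazolium. MKI67, a marker of proliferating cells, fell from 120.1 ± 90.9 to 68.2 ± 57.3 CPM in purified RNA (SD, n = 6 donors), with a log2 fold change of -0.80 (standard error 0.13, adjusted p = 0.00027), and its value was -0.22 (standard error 0.09, adjusted p = 0.12) in-lysate and -0.82 (standard error 0.21, adjusted p = 0.0085 from edgeR) in TruSeq. CCNA2, the cyclin of S phase and G2, fell with a log2 value of -0.80 in-lysate, -0.71 in purified RNA and -0.74 in TruSeq. Of 30 mitosis genes 19 fell in purified RNA, 9 in-lysate and 16 in TruSeq (21, 15 and 20 when adjusted over the list alone). For this list camera from limma returned adjusted p = 1.5e-07, 5.1e-06 and 6.1e-05, and adjusted p = 0.24, 0.14 and 0.46 with an estimated correlation. Of the DNA replication genes, 14 of 31 fell in purified RNA, 11 of 29 in-lysate and 16 of 31 in TruSeq, where 1 rose (15, 14 and 17 when adjusted over the list alone). Camera of limma gave adjusted p = 0.0017, 1.2e-06 and 0.00045, and adjusted p = 0.25, 0.0021 and 0.39 with an estimated correlation. Between in-lysate and purified RNA the calmidazolium effect on mitosis genes was not called as different, and that on DNA replication genes was lower in-lysate by a median of 0.29 (camera adjusted p = 0.49 and 0.044 from limma; adjusted p = 0.83 and 0.60 with an estimated correlation). With fludrocortisone camera called neither list with any method, while fgsea called DNA replication lower in-lysate (adjusted p = 0.0076), and the median of the mitosis genes was -0.04, -0.07 and -0.06 in-lysate, in purified RNA and in TruSeq. DEGs with an absolute log2 fold change above 1 numbered 304 in purified RNA and 262 in-lysate with calmidazolium and 342 and 160 with fludrocortisone, from edgeR. With counts thinned to the lowest total of the 3 methods for each donor and treatment, the calmidazolium counts were 231 and 249, so the order turned, and without donor as a term both were 233. At an adjusted p under 0.01 purified RNA gave 1348 and 814 DEGs and in-lysate 684 and 410 with calmidazolium and fludrocortisone.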

Purified RNA samples had more significant genes in both treatment groups compared to in-lysate RNA samples. 

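Some genes of the fludrocortisone response had larger estimated log2 fold changes in TruSeq, though for those named here the difference from purified RNA was not called. FAM107A, an actin-binding protein, rose by a log2 fold change of 4.55 (standard error 0.27, adjusted p = 3.0e-09 from edgeR) in TruSeq, 3.33 in purified RNA and 2.64 in-lysate. CH25H, which makes 25-hydroxycholesterol, fell with a log2 value of -3.59 (standard error 0.38, adjusted p = 2.3e-06 from edgeR) in TruSeq, -2.39 in purified RNA and -2.12 in-lysate. TruSeq gave 395 DEGs with an absolute log2 fold change above 1 with calmidazolium and 489 with fludrocortisone, from edgeR. With counts thinned to the lowest total of the 3 methods for each donor and treatment, it gave 323 with fludrocortisone. At an adjusted p under 0.01 it gave 2207 and 1287 DEGs.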

TruSeq samples had the highest number of identified significant genes as expected. Overall, both Smart-3SEQ methods reflect similar differential gene expression patterns however, the Purified RNA method had more similarity to TruSeq compared to in-lysate method. 

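With calmidazolium 317 genes were DEGs with all 3 methods and changed the same way in 6 of 6 donors with each (240 up, 77 down), and with fludrocortisone 402 were (256 up, 146 down), so both responses were seen with every method. The size of the response differed for some genes when the difference between methods was itself tested. The fludrocortisone effect on FKBP5 was smaller in-lysate than in purified RNA with a log2 difference of -1.97 (standard error 0.17, adjusted p = 2.3e-10), and that on ZBTB16 with a log2 value of -2.46 (standard error 0.50, adjusted p = 0.036 from edgeR). Of 31 glucocorticoid-induced genes 7 had a smaller fludrocortisone effect in-lysate and 0 a larger one (19 and 1 when adjusted over the list alone), with a median of -0.65 (camera adjusted p = 7.3e-20 from limma; adjusted p = 9.0e-05 with an estimated correlation). The calmidazolium effect on MT1G, a metallothionein that belongs to a family of near-identical genes, was smaller in-lysate with a log2 value of -3.32 (standard error 0.58, adjusted p = 0.0014), that on FOS with a log2 value of -2.02 (standard error 0.57, adjusted p = 0.041), and that on PSME2, a proteasome activator, with a log2 value of -4.39 (standard error 1.17, adjusted p = 0.033 from edgeR). Of the ribosomal proteins 19 of 51 had a lower calmidazolium effect in-lysate and 0 a higher one (30 and 0 when adjusted over the list alone, median -0.25). The list test, camera of limma, gave adjusted p = 4.3e-15, and adjusted p = 0.34 with an estimated correlation. Of nuclear-encoded oxidative phosphorylation genes 15 of 35 and 0 did (26 and 0 when adjusted over the list alone, median -0.34). Tested with camera of limma, the list had adjusted p = 3.9e-13, and adjusted p = 0.34 with an estimated correlation. RPS14, a protein of the small ribosomal subunit, differed by -0.75 (standard error 0.13, adjusted p = 0.0018 from edgeR). In all, the calmidazolium effect differed between in-lysate and purified RNA for 757 of 11920 genes (337 higher, 420 lower in-lysate; 2211 at an unadjusted p under 0.05) from edgeR and 1166 from DESeq2, and the fludrocortisone effect for 32 (3 higher, 29 lower; 1068 at an unadjusted p under 0.05) from edgeR and 98 from DESeq2, where 41.8% were higher in-lysate against 9.38% from edgeR. Between purified RNA and TruSeq the calmidazolium effect differed for 1 gene, CLIC1, a chloride channel protein chosen after its values were seen, by 7.85 (standard error 1.13, adjusted p = 0.0017 from edgeR). CLIC1 had 0.104 ± 0.136 CPM with DMSO and 17.8 ± 42.7 CPM with calmidazolium in purified RNA, an SD above the mean. The fludrocortisone effect differed for 2, FKBP5 by -1.70 (standard error 0.22, adjusted p = 0.00017) and MFHAS1, likewise chosen after its values were seen, by 2.20 (standard error 0.36, adjusted p = 0.0083 from edgeR). At an unadjusted p under 0.05 there were 1386 and 931 such genes, and DESeq2 called 58 and 31. The fit had donor within each method as a term and did not pair the libraries by their shared extract. These counts depended on donor 3: without it 1348 and 554 genes differed between in-lysate and purified RNA and 250 and 289 between purified RNA and TruSeq, while the first pair fell to 160 without donor 4 and to 2 without donor 2 for the 2 drugs, and to 2 and 1 without donor as a term.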

Next, we examined the magnitude correlation of differentially expressed genes between two methods.

**Figure 4:**
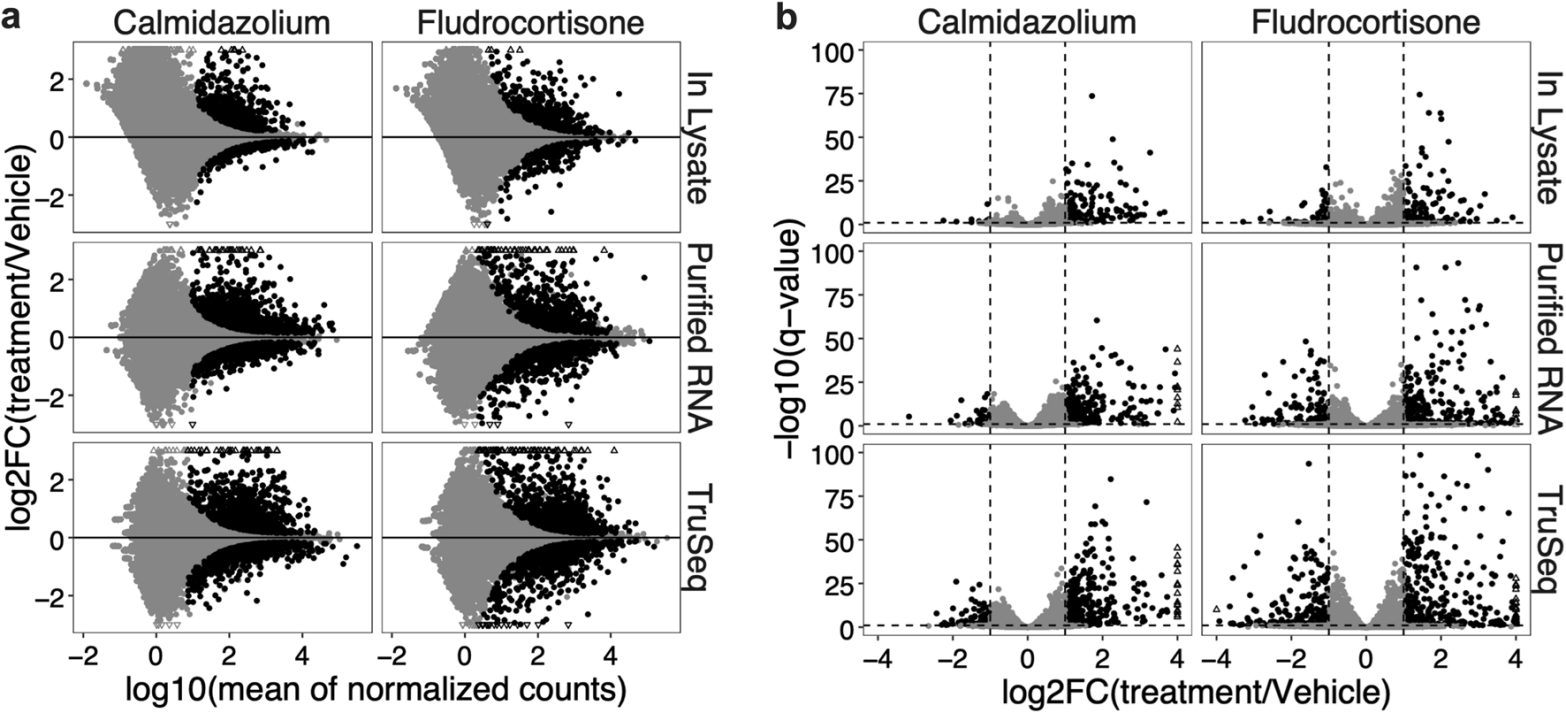
**DEG analysis of RNA-seq data from purified, in-lysate and TruSeq RNA-seq libraries.** (**a**) MA plots, genes with q-value < 0.1 are labeled black. (**b**) Volcano plots (cutoffs log2FC + / − 1 and q-value 0.1) for calmidazolium- vs fludrocortisone-treated dermal fibroblast RNA-seq DGE analysis. Triangles in plots indicate genes outside of the plotting window.

### The effect sizes of significant DEGs from in-lysate and purified RNA highly correlate with each other

Since both MA and Volcano plots in Fig. 4, showed similar differential gene expression patterns between Purified and in-lysate method, we hypothesized that the effect size (log fold change—LFC) of DEGs from purified and in-lysate RNA samples would highly correlate with each other. Using the LFC and q-values, we generated “F-F plots” to further examine the relationship between DEGs from the different methods tested. As shown in Fig. 5a, purified and in-lysate RNA genes showed positive linear correlation for genes with q-value < 0.1 in both methods. 

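Genes called with both Smart-3SEQ methods mostly moved the same way. With calmidazolium XBP1, a transcription factor of the unfolded protein response, rose by a log2 fold change of 1.28 (standard error 0.11, adjusted p = 4.0e-12) in-lysate and 1.39 (standard error 0.13, adjusted p = 3.1e-07 from edgeR) in purified RNA. With fludrocortisone MT1X, a metallothionein, rose by 2.05 (standard error 0.11, adjusted p = 7.8e-19) and 3.51 (standard error 0.36, adjusted p = 8.8e-07 from edgeR). HMOX1, the haem-degrading enzyme, fell with a log2 value of -1.08 and -1.30, and JUN, a partner of FOS, with a log2 value of -1.20 and -1.68. B2M, the light chain of class I antigens, went the other way: it fell with a log2 value of -0.69 (standard error 0.11, adjusted p = 1.8e-05) in-lysate and rose by 1.94 (standard error 0.58, adjusted p = 0.032 from edgeR) in purified RNA with fludrocortisone. With calmidazolium 977 genes were DEGs with both methods, of which 643 rose in both, 246 fell in both and 88 went in opposite directions, where 183 and 112 would rise or fall in both if the calls were independent. With fludrocortisone 549 were, with 331, 210 and 8 in these classes and 36.8 and 24.7 expected if independent. The log2 fold change was smaller in-lysate for 40.1% of the shared genes with calmidazolium and 68.9% with fludrocortisone, and the slope of in-lysate on purified RNA values was 0.83 and 0.74.

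**Figure D4:**
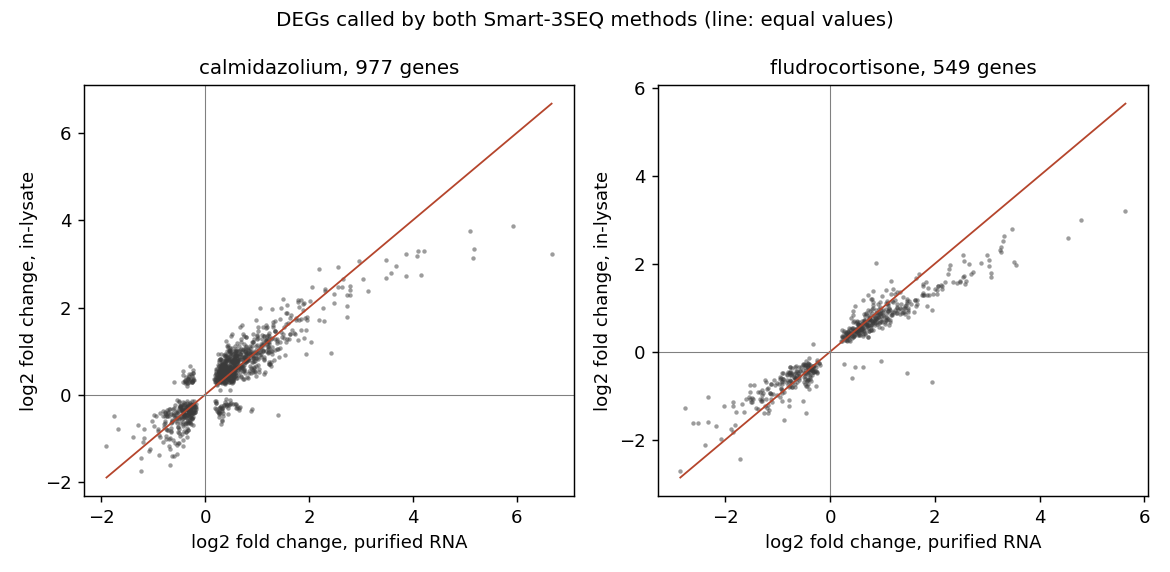
Log2 fold change against DMSO in purified RNA (x axis) and in-lysate (y axis) of each gene called with both methods, 977 with calmidazolium and 549 with fludrocortisone. The line marks equal values, and most points have values of the same sign on both axes.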

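DUSP1, a phosphatase that switches off stress kinases, rose by a log2 fold change of 1.47 (standard error 0.15, adjusted p = 1.8e-10) in-lysate and 1.94 (standard error 0.20, adjusted p = 1.4e-06 from edgeR) in purified RNA with calmidazolium, and by 1.70 and 2.54 with fludrocortisone. CEBPB, a transcription factor of acute responses, rose by 1.28 and 1.27 with calmidazolium and by 0.49 and 0.83 with fludrocortisone. INSIG1, which restrains cholesterol synthesis, lies on chromosome 7 of GRCh38 from 155297776 to 155310235, rose by 1.73 (standard error 0.09, adjusted p = 5.1e-20) in-lysate with calmidazolium and fell with a log2 value of -0.46 (standard error 0.09, adjusted p = 0.00050 from edgeR) with fludrocortisone, and in purified RNA its values were 1.85 and -0.78. Over the genes called with both methods, R² of the log2 fold changes was 0.795 for calmidazolium and 0.905 for fludrocortisone. Over all 10400 genes tested in both it was 0.368 and 0.415. These are correlations across genes, which are not independent replicates, and for calmidazolium the value was 0.857 when donor was not a term.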

R^2^ for these genes between methods was 0.796 and 0.919 for calmidazolium and fludrocortisone treatment groups, respectively. The data show high positive correlation between the LFC of genes that are expressed in high levels and considered significant in both methods. For genes significant in one method only (In-lysate- or Purified-only), we analyzed the distribution of q-values in the corresponding non-significant method (Fig. 5b). 

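Several genes passed the test with only 1 of the Smart-3SEQ methods. CCNE2, a cyclin of the G1 to S transition, fell with calmidazolium, with a log2 fold change of -1.24 (standard error 0.16, adjusted p = 2.5e-05) in purified RNA, where its in-lysate value was -0.41 (standard error 0.34, adjusted p = 0.49 from edgeR). CSPG4, a proteoglycan of mural cells, fell with a log2 value of -0.39 (standard error 0.11, adjusted p = 0.012) in purified RNA, with -0.04 (standard error 0.13, adjusted p = 0.90 from edgeR) in-lysate. JUN rose by 0.90 (standard error 0.14, adjusted p = 2.3e-06) in-lysate, with 0.04 (standard error 0.12, adjusted p = 0.83 from edgeR) in purified RNA. FLNA, an actin crosslinker, fell with a log2 value of -0.40 (standard error 0.07, adjusted p = 9.6e-05) in-lysate, with 0.02 (standard error 0.17, adjusted p = 0.94 from edgeR) in purified RNA. With fludrocortisone PFKFB3, a regulator of glycolysis, fell with a log2 value of -0.73 (standard error 0.13, adjusted p = 0.00070) in purified RNA, with -0.58 (standard error 0.21, adjusted p = 0.12 from edgeR) in-lysate. Of 2501 genes called only in purified RNA with calmidazolium, 558 (22.3%) had an in-lysate adjusted p from edgeR under 0.3, against 22.2% for an even spread between 0.1 and 1, and their median was 0.600 (quartiles 0.321 and 0.827). With fludrocortisone it was 197 of 1185 (16.6%), with a median of 0.699 (quartiles 0.408 and 0.882). Genes called only in-lysate lay lower: 280 of 788 (35.5%) had a purified RNA adjusted p from edgeR under 0.3 with calmidazolium (median 0.420) and 78 of 186 (41.9%) with fludrocortisone (median 0.40). Of the genes called with neither method, 17.4% had an in-lysate adjusted p from edgeR under 0.3 with calmidazolium. With fludrocortisone it was 4.13%, below the 16.6% of genes called only in purified RNA.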

We found that non-significant q-values were evenly spread between 0.1 and 1. This suggests that DEG calling did not depend solely on systematic effects due to sample size or gene variability. 

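Genes called with only 1 method still leaned in the same direction in the other. PVT1, a long noncoding RNA, rose with calmidazolium by a log2 fold change of 1.25 (standard error 0.17, adjusted p = 2.4e-05) in purified RNA, and its in-lysate value was 0.75 (standard error 0.37, adjusted p = 0.20 from edgeR). OSGIN1, a target of the oxidative stress factor NRF2, fell with fludrocortisone, with a log2 value of -0.76 (standard error 0.15, adjusted p = 0.0018) in purified RNA, with -0.16 (standard error 0.23, adjusted p = 0.85 from edgeR) in-lysate. PLK2, a stress-responsive kinase, fell with a log2 value of -0.99 (standard error 0.20, adjusted p = 0.0022), with -0.48 (standard error 0.23, adjusted p = 0.32 from edgeR) in-lysate. The same sign was seen in-lysate for 65.1% of the genes called only in purified RNA with calmidazolium (1627 genes) and 76.8% with fludrocortisone (910 genes). In the other direction it was seen in purified RNA for 64.0% (504 genes) and 72.6% (135 genes) of those called only in-lysate. An effect past the threshold with 1 method and not with the other is not by itself a difference between them.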

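PDGFRA, a growth factor receptor of fibroblasts, fell with fludrocortisone, with a log2 fold change of -0.48 (standard error 0.08, adjusted p = 9.9e-06) in-lysate and -0.79 (standard error 0.08, adjusted p = 1.3e-06 from edgeR) in purified RNA, and CCN1, a matrix-associated signalling protein, rose by 0.95 and 1.29. DNAJB1, a heat shock cochaperone, rose with calmidazolium by 1.55 (standard error 0.20, adjusted p = 7.8e-08) in-lysate and 1.12 (standard error 0.14, adjusted p = 1.2e-05 from edgeR) in purified RNA. KIF11, a motor of the mitotic spindle, fell with a log2 value of -0.44 (standard error 0.17, adjusted p = 0.075) and -0.65 (standard error 0.13, adjusted p = 0.0012 from edgeR). Of 10400 genes tested with both Smart-3SEQ methods, 6134 passed the test with neither under calmidazolium and 8480 with neither under fludrocortisone. With TruSeq, in-lysate shared 1179 calmidazolium and 627 fludrocortisone DEGs and purified RNA, whose RNA was the same, shared 2264 and 1242.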

Figure 5c summarizes number of genes in each treatment groups and methods with q-value cutoff. Next, we examined this concordance with respect to our gold standard (TruSeq) using rank-based and binary classification methods.

**Figure 5:**
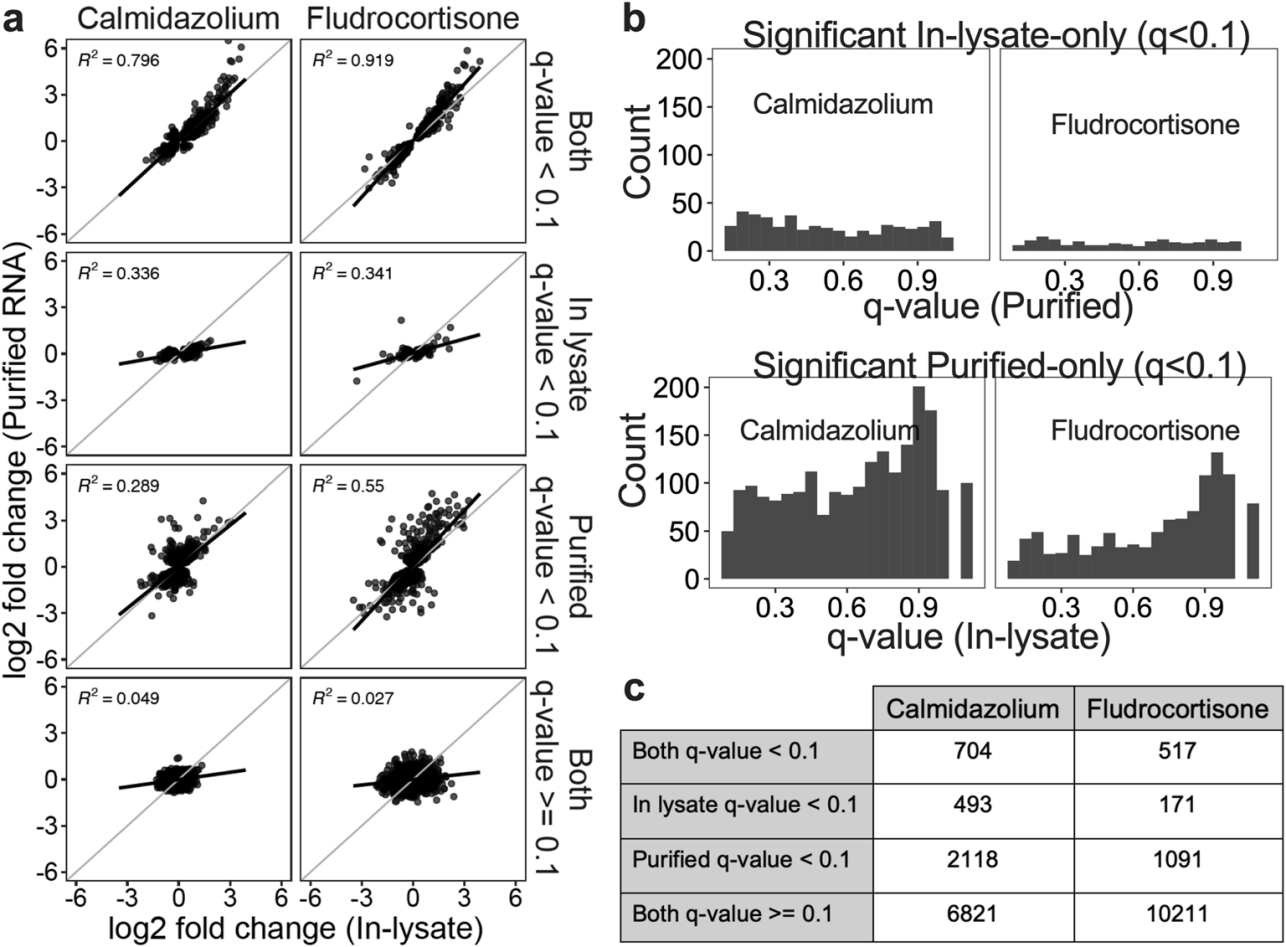
**The magnitude of differential gene expression measured with In-lysate and Purified RNA Smart-3SEQ RNA-seq library prep highly correlates.** (**a**) F–F plot: log2 fold change of Purified vs In-lysate RNA for genes with specified q-value (labeled on right) (**b**) q-value distribution of genes. Plots show distribution of non-significant q-values for corresponding method in which the q-value was < 0.1. Gap near value of 1 is due to only non-detected genes having a q-value = 1. (**c**) Summary of significant vs. non-significant genes for each method/group.

### In-lysate and purified RNA show similar performance for calling DEGs

To further investigate how the gene expression pattern from in-lysate RNA and purified RNA library preps compare in performance, we plotted Receiver Operating Characteristic (ROC) and Precision-Recall (PR) curves for each treatment group (Fig. 6a, b, respectively), using the TruSeq dataset as a gold standard. We included PR curves in addition to ROC because of the high imbalance in our data for the positive (DEGs) and negative (non-DEGs) classes (Supplementary Table S4). To produce these curves, we used ROCR-1.0-11 package with different cutoffs for q-values between zero and one, and the “true” class labels were those genes with q-value < 0.1 for TruSeq. Since Purified RNA method showed greater similarity to TruSeq compared to in-lysate method (Fig. 4), we hypothesized that purified RNA would perform better than in-lysate RNA when compared to our gold standard. ROC and PR curves showed that both methods performed better for the fludrocortisone treatment group compared to calmidazolium (Fig. 6). 

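Among fludrocortisone-responsive genes in TruSeq, DNAJB4, a heat shock cochaperone, rose by a log2 fold change of 1.37 (standard error 0.10, adjusted p = 3.2e-08 from edgeR), and by 0.85 in-lysate and 1.43 in purified RNA. VEGFA, the growth factor of blood vessels, fell with a log2 value of -1.35 (standard error 0.12, adjusted p = 2.2e-07 from edgeR) in TruSeq, -0.93 in-lysate and -1.33 in purified RNA. Among calmidazolium-responsive genes, COL5A1, a collagen that organises fibrils, fell with a log2 value of -0.61 (standard error 0.09, adjusted p = 0.00014 from edgeR) in TruSeq, -0.35 in-lysate and -0.40 in purified RNA. SDHC, a subunit of respiratory complex II, fell with a log2 value of -0.24 (standard error 0.06, adjusted p = 0.0067) in TruSeq, with -0.24 (standard error 0.14, adjusted p = 0.27 from edgeR) in-lysate. With TruSeq DEGs as the true class over 12480 genes, the area under the ROC curve was 0.665 (jackknife standard error over donors 0.00964) in-lysate and 0.725 (0.0268) in purified RNA for calmidazolium, and 0.720 (0.0176) and 0.780 (0.0482) for fludrocortisone. Fludrocortisone exceeded calmidazolium by 0.0552 (standard error 0.0128) in-lysate and 0.0555 (0.0274) in purified RNA. With only TruSeq DEGs above an absolute log2 fold change of 1 as true, the order turned in-lysate (0.6496 for fludrocortisone, 0.6627 for calmidazolium). The area under the PR curve was 0.571 (0.0673) and 0.662 (0.0394) for calmidazolium and 0.560 (0.0270) and 0.648 (0.0952) for fludrocortisone, where a random ranking gives 0.358 and 0.191, the share of true DEGs. Fludrocortisone minus calmidazolium was -0.0110 (standard error 0.0514) in-lysate and -0.0142 (0.0971) in purified RNA for PR, within its standard error. With both methods it was above 0 under 10 of 12 alternatives and below 0 without donor 3 or donor 6.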

Overall, purified RNA libraries performed slightly better than in-lysate RNA libraries for each treatment group and classification method. These data suggest that in-lysate RNA-seq library prep has a slight negative effect on performance of DEG analysis.

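Some TruSeq calls were met by purified RNA alone. With calmidazolium the TruSeq rise of HK2, the hexokinase that starts glycolysis, by a log2 fold change of 0.68 (standard error 0.09, adjusted p = 5.0e-05), was seen in purified RNA, by 0.60 (standard error 0.17, adjusted p = 0.015), with 0.51 (standard error 0.21, adjusted p = 0.11 from edgeR) in-lysate. The fludrocortisone effect on GDF15 in TruSeq, -0.99 (standard error 0.19, adjusted p = 0.0010), was -0.79 (standard error 0.19, adjusted p = 0.0090) in purified RNA and -0.33 (standard error 0.17, adjusted p = 0.38 from edgeR) in-lysate. With fludrocortisone HK2 passed the test with each method and fell with a log2 value of -1.58 (standard error 0.10, adjusted p = 1.0e-08 from edgeR) in TruSeq, -1.18 in purified RNA and -1.40 in-lysate. Of the TruSeq DEGs, in-lysate recovered 26.4% with calmidazolium and 26.3% with fludrocortisone, and purified RNA 50.6% and 52.1%. Of the genes each method called, 67.1% and 85.3% of the in-lysate and 62.5% and 67.2% of the purified RNA calls were TruSeq DEGs. Purified RNA exceeded in-lysate in ROC area by 0.0598 for calmidazolium and 0.0601 for fludrocortisone and in PR area by 0.0908 and 0.0876, and stayed above it in 6 of 6 fits that left out 1 donor, with lowest differences of 0.0282, 0.0328, 0.0570 and 0.0186 in that order. The purified RNA and TruSeq libraries shared their RNA, and the in-lysate libraries did not.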

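ACSL1, which activates fatty acids, rose with fludrocortisone by a log2 fold change of 0.83 (standard error 0.10, adjusted p = 7.7e-06) in TruSeq and 0.90 (standard error 0.16, adjusted p = 0.00046) in purified RNA, and its in-lysate value was 0.46 (standard error 0.16, adjusted p = 0.1003 from edgeR), just short of the threshold. The fludrocortisone effect on FOS was 2.93 (standard error 0.38, adjusted p = 2.4e-05) in TruSeq and 2.67 (standard error 0.41, adjusted p = 0.00011) in purified RNA, with 0.64 (standard error 0.32, adjusted p = 0.38 from edgeR) in-lysate. TIMP3 fell with a log2 value of -0.78, -0.52 and -0.42 in TruSeq, purified RNA and in-lysate, and GCLC, an enzyme of glutathione synthesis, rose by 1.16, 1.10 and 0.92. The difference between purified RNA and in-lysate ROC areas had a jackknife standard error over donors of 0.0317 for calmidazolium and 0.0510 for fludrocortisone, and that of the PR areas 0.0479 and 0.0967. With counts thinned to the lowest total of the 3 methods for each donor and treatment, the ROC area of purified RNA minus that of in-lysate was 0.0422 for calmidazolium and -0.00567 for fludrocortisone, so the order of the methods turned for the latter. The PR areas differed by 0.0646 and 0.0146.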

**Figure 6:**
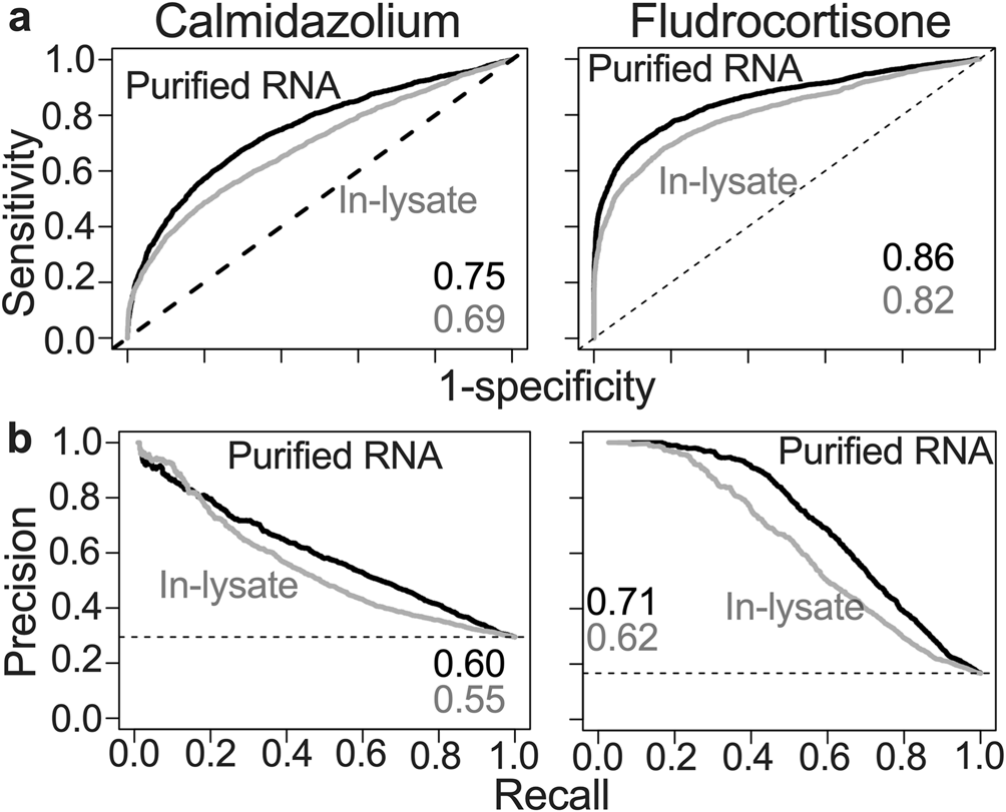
**In-lysate and purified RNA Smart-3SEQ library prep accurately detect DEGs compared to TruSeq.** Differentially expressed genes list for calmidazolium and fludrocortisone treated dermal fibroblast from in lysate and purified RNA were compared to Illumina TruSeq as a gold standard. True positives were identified as those genes in Smart3-SEQ methods with FDR < 0.1 and abs(log2FC) > 1. (**a**) Receiver Operating Curve (ROC) and (**b**) Precision-Recall curves (PR) were measured. Area under the curve (AUC) for each performance measurement is indicated in the figure.

### Similar DEG sets are called with in-lysate and purified RNA-seq library prep

One of the main goals of DEG analysis is to prioritize lists of genes highly likely to be differentially expressed between two conditions for subsequent pathway analysis. DEG lists generated with arbitrary FC and q-value cutoffs can be affected by methods used for RNA-seq library prep or data analysis, variable depths or reference transcriptomes. In contrast, rank-based methods allow easier comparisons between lists by focusing on genes/transcripts enriched near the top of the rankings^12–16^. We hypothesized that data from in-lysate RNA and purified RNA library preps ranked by q-value and absolute fold change would highly correlate near the top of the ranked list when compared to data from TruSeq libraries as a gold standard. We found that there was a high (50–75%) overlap in lists of DEGs when the threshold used was between 300 and 600 top DEGs (Fig. 7). This data suggests that between 300 and 600 genes are likely to be modulated by calmidazolium or fludrocortisone in human dermal fibroblasts. Moreover, these data suggest that both methods produce ranked lists that are highly comparable to our gold standard for RNA-seq library prep, and would yield similar results in downstream functional analysis of DEG lists.

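FOSB, an AP-1 subunit, rose with calmidazolium by a log2 fold change of 3.30 (standard error 0.21, adjusted p = 5.1e-16) in-lysate, 4.10 (standard error 0.17, adjusted p = 1.6e-11) in purified RNA and 5.04 (standard error 0.16, adjusted p = 4.6e-12 from edgeR) in TruSeq. NR4A1, an orphan nuclear receptor of the early response, rose by 3.17, 4.08 and 4.44. ANKRD1, a stress-responsive muscle protein, rose with fludrocortisone by 2.27 (standard error 0.23, adjusted p = 4.2e-10), 3.26 (standard error 0.23, adjusted p = 5.6e-09) and 3.99 (standard error 0.27, adjusted p = 1.6e-08 from edgeR) in the same order. Ranked by adjusted p and absolute log2 fold change, the top 300 genes of in-lysate and purified RNA shared 49.7% (jackknife standard error over donors 4.38) with calmidazolium and 69.3% (2.05) with fludrocortisone, and the top 600 shared 41.8% (2.94) and 62.7% (2.55). All shared genes had the same sign, 149 and 208 of the top 300 and 251 and 376 of the top 600. Lists ranked at random would share 2.88% and 5.77%.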

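NR4A2, another orphan nuclear receptor, rose with calmidazolium by a log2 fold change of 3.34 (standard error 0.31, adjusted p = 2.0e-11) in-lysate, 5.18 (standard error 0.34, adjusted p = 4.9e-09) in purified RNA and 5.53 (standard error 0.42, adjusted p = 1.0e-07 from edgeR) in TruSeq, and the chemokine CXCL8 by 3.29, 4.22 and 5.50. FGD4, an activator of the small GTPase CDC42, rose with fludrocortisone by 1.98 (standard error 0.34, adjusted p = 3.1e-05 from edgeR), 3.56 in purified RNA and 3.64 in TruSeq. ADRA1B, an adrenergic receptor, rose by 2.79, 3.47 and 4.19. The top 300 of all 3 methods had 120 genes in common with calmidazolium and 171 with fludrocortisone, and the top 600 had 212 and 329.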

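ATF3, a stress-induced transcription factor, rose with calmidazolium by a log2 fold change of 2.95 (standard error 0.27, adjusted p = 1.4e-11) in-lysate, 3.68 (standard error 0.21, adjusted p = 8.8e-10) in purified RNA and 4.17 (standard error 0.20, adjusted p = 8.7e-10 from edgeR) in TruSeq. PLIN2, which coats lipid droplets, rose with fludrocortisone by 0.68 (standard error 0.09, adjusted p = 7.8e-08 from edgeR), 0.71 and 0.71. With TruSeq, the in-lysate top 300 shared 49.0% (jackknife standard error over donors 3.36) for calmidazolium and 63.0% (2.65) for fludrocortisone, and the purified RNA top 300, from the same RNA as TruSeq, shared 59.0% (4.33) and 71.3% (3.27). For the top 600 the shares were 45.3% (3.00) and 62.7% (3.81) in-lysate and 56.2% (3.62) and 72.7% (5.87) in purified RNA, where lists ranked at random would share 5.82% and 5.31%. Every shared gene had the same sign in both lists.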

**Figure 7:**
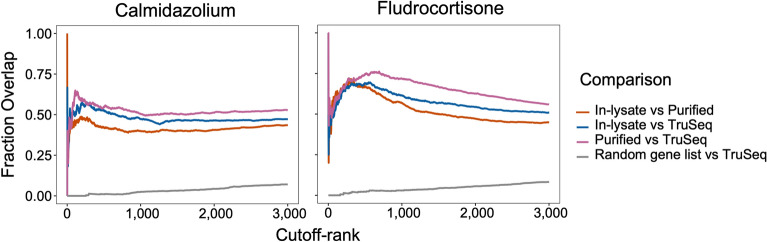
**In-lysate and Purified RNA Smart-3SEQ library prep DGE analysis ranks genes similarly to TruSeq.** DGE lists were sorted by q-value and abs(log2FC). For each rank position, the % overlap between lists is shown. A randomly re-ranked list for all detected genes was compared to the TruSeq data. Figure shows top 3000 gene ranks for each method.

### Pathway analysis reflects high agreement among top enriched pathways across methods

We performed gene set enrichment analysis using the fgsea package^17^ and hallmark gene set from MSigDB^18^. We chose the hallmark gene set as it summarizes and represents specific well-defined biological states or processes^18^. We then ranked the genes using Wald-statistic values from DESeq2 results for each method^11^. Figure 8 summarizes the pathway enrichment for each comparison groups. 

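Calmidazolium raised genes of the integrated stress response and of cholesterol supply with all 3 methods. Of the ATF4 and integrated stress response genes 17 of 19 measured rose in-lysate, 17 of 19 in purified RNA and 20 of 21 in TruSeq (18, 18 and 20 when adjusted over the list alone), with medians of 1.16, 1.24 and 1.58 and camera adjusted p of 2.1e-48, 4.5e-34 and 9.8e-37 from limma. CHAC1, which degrades glutathione, rose by a log2 fold change of 2.39 (standard error 0.22, adjusted p = 6.1e-12 from edgeR) in-lysate, 2.79 in purified RNA and 3.10 in TruSeq. DDIT4, which restrains the growth kinase mTOR, rose by 2.37, 3.15 and 3.72. Of the genes of cholesterol synthesis and uptake 12 of 21, 15 of 22 and 19 of 25 rose and 1, 1 and 0 fell (14, 17 and 19 when adjusted over the list alone), with medians of 0.37, 0.43 and 0.45 and camera adjusted p of 1.4e-14, 5.9e-15 and 4.8e-16 from limma. HMGCS1, an early enzyme of the pathway, rose by 1.18 (standard error 0.12, adjusted p = 2.0e-10 from edgeR), 1.12 and 1.36, and SQLE, which oxidises squalene, by 0.85, 0.92 and 0.69. The endoplasmic reticulum chaperones rose in 7 of 19, 8 of 19 and 7 of 20 members (8, 8 and 7 when adjusted over the list alone). For this list camera from limma returned adjusted p = 2.2e-05, 0.0033 and 0.0017, and adjusted p = 0.14, 0.25 and 0.39 with an estimated correlation. Of these, HERPUD1 rose by 1.76, 1.92 and 2.18. Glucocorticoid-induced genes also rose with calmidazolium, in 16 of 29, 15 of 30 and 15 of 31 members, while 1, 2 and 1 fell (16, 15 and 17 when adjusted over the list alone, camera adjusted p = 6.6e-15, 7.6e-10 and 6.9e-11 from limma), among them PER1, by 1.77 (standard error 0.21, adjusted p = 1.2e-08 from edgeR), 2.73 and 2.90, whereas FKBP5 had values of -0.07, -0.05 and -0.13 that did not pass the test. The calls of the stress, cholesterol and glucocorticoid lists held with an estimated correlation with each method.

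**Figure D5:**
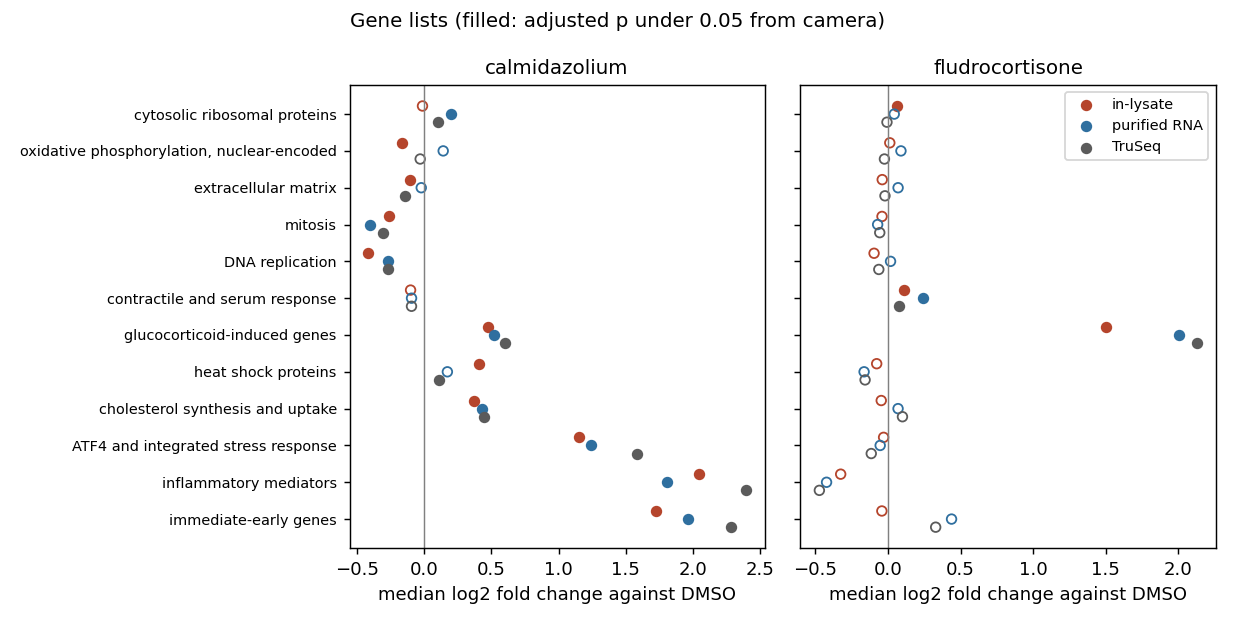
Median log2 fold change against DMSO of 12 gene lists fixed in advance, by drug and method. Filled points are lists with an adjusted p under 0.05 from camera, and open points did not pass it; the glucocorticoid-induced genes have the highest medians with fludrocortisone.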

Pathways with enrichment q-value > 0.05 were categorized as “no enrichment”, while pathways with enrichment q-value < 0.05 were categorized as either positive or negative enrichment based on their enrichment score > 1 or < − 1, respectively.

**Figure 8:**
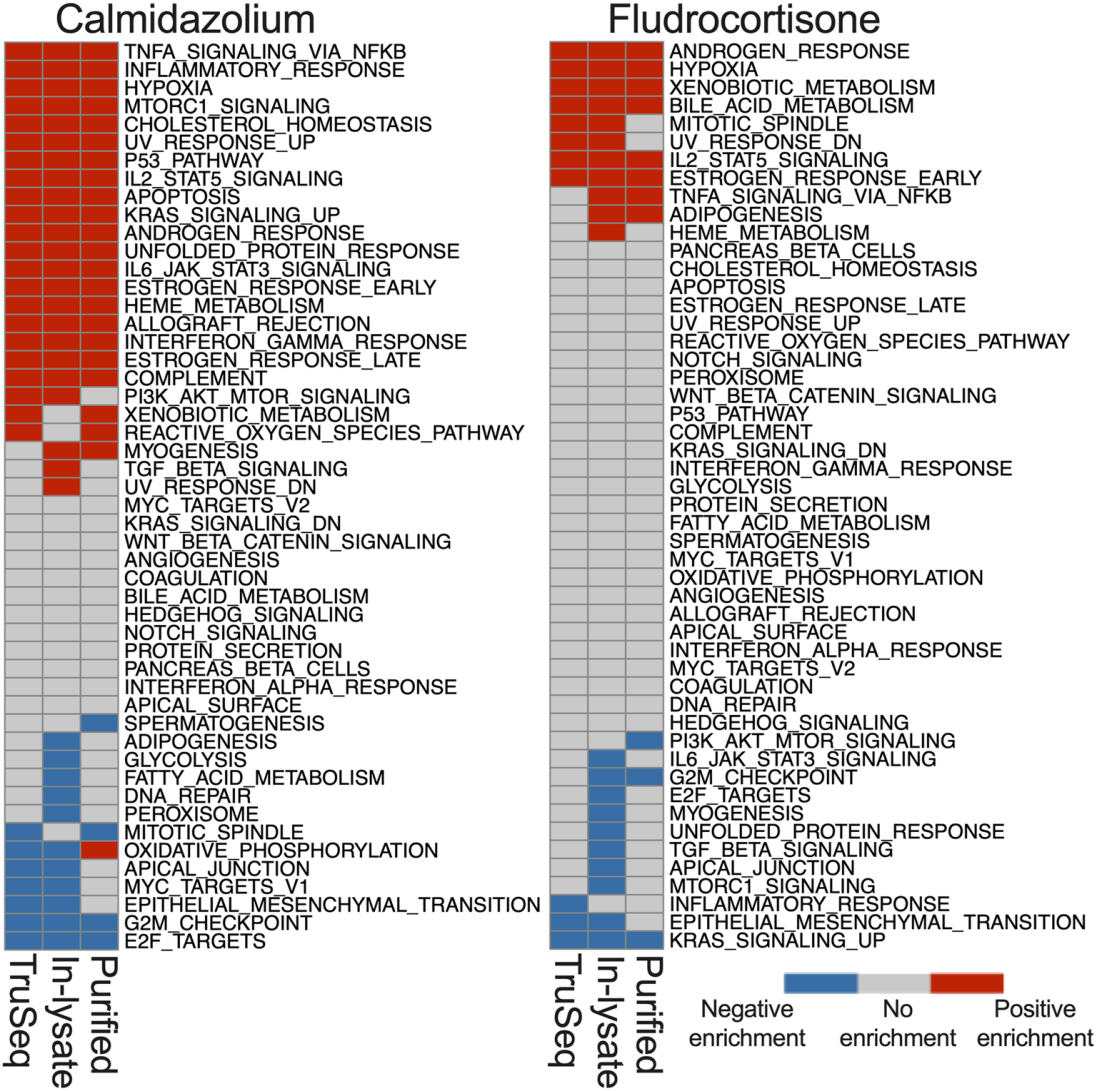
**In-lysate and Purified RNA Smart-3SEQ library RNA-seq detects similar enriched pathway as TruSeq.** Gene set enrichment analysis performed using fgsea and MSigDB Hallmark gene set. Heatmaps shows pathway enrichment among methods. Legend: Positive enrichment refers to the pathways with enrichment score > 1, q-value < 0.05, No enrichment: q-value ≥ 0.05, negative enrichment: enrichment score < 1, q-value < 0.05.

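With fludrocortisone the contractile and serum response genes were called with all 3 methods. Of 16 measured, 5 rose in-lysate, 4 in purified RNA and 4 in TruSeq, where 1 fell (6, 4 and 5 rose when adjusted over the list alone). Camera of limma gave adjusted p = 6.9e-06, 0.0010 and 0.00035, and adjusted p = 0.041, 0.14 and 0.079 with an estimated correlation. The genes that rose included CCN2, a matrix-associated growth factor, with a log2 fold change of 0.72 (standard error 0.14, adjusted p = 0.00035 from edgeR) in-lysate, 1.07 in purified RNA and 1.24 in TruSeq, while ACTA2 had 0.16, 0.01 and 0.12, which did not pass the test. With calmidazolium the heat shock proteins rose in 9 of 14, 5 of 14 and 8 of 16 members (9, 9 and 8 when adjusted over the list alone). The list test, camera of limma, gave adjusted p = 2.9e-06, 0.17 and 0.038, and adjusted p = 0.18, 0.47 and 0.39 with an estimated correlation. So the list was called in-lysate and in TruSeq but not in purified RNA, where 3 members fell. HSPH1, a heat shock protein that helps to refold others, rose by 0.94 (standard error 0.14, adjusted p = 1.3e-06) in-lysate, 0.25 (standard error 0.09, adjusted p = 0.045) in purified RNA and 0.40 (standard error 0.11, adjusted p = 0.010 from edgeR) in TruSeq. The calmidazolium effect on the heat shock list was higher in-lysate than in purified RNA for 5 of 14 genes and lower for 0 (6 and 1 when adjusted over the list alone, median 0.37). Tested with camera of limma, the list had adjusted p = 0.0053, and adjusted p = 0.60 with an estimated correlation. Of the lists that could be tested, 23 in-lysate and in purified RNA and 24 in TruSeq, calmidazolium had 13 called in-lysate, 12 in purified RNA and 16 in TruSeq, and fludrocortisone 4, 3 and 3. With an estimated correlation these were 7, 7 and 5 for calmidazolium and 2, 2 and 1 for fludrocortisone. Among the 4 in-lysate fludrocortisone calls were endothelial markers, with 1 gene measured, and ribosomal proteins, where 2 of 50 rose (median 0.06). Neither held with an estimated correlation (camera adjusted p = 0.18 and 0.74).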

Overall, there is high agreement across methods for pathways detected. This suggests that in-lysate Smart-3SEQ RNA-seq library prep from adherent cultured cells accurately identifies enriched pathways.

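Some matrix genes fell with calmidazolium with each method. Of 27 measured, 8 fell and 0 rose in-lysate, 12 and 1 in TruSeq, and 6 and 2 in purified RNA (9, 12 and 6 fell when adjusted over the list alone). For this list camera from limma returned adjusted p = 7.2e-05, 0.00062 and 0.25, and adjusted p = 0.13, 0.23 and 0.59 with an estimated correlation. Cytosolic ribosomal proteins rose with calmidazolium in 25 of 51 members in purified RNA and 10 of 51 in TruSeq (29 and 5 when adjusted over the list alone). Camera of limma gave adjusted p = 1.3e-05 and 0.026, and adjusted p = 0.32 and 0.72 with an estimated correlation. In-lysate 1 rose and 1 fell of 50 (0 and 0 when adjusted over the list alone, camera adjusted p = 0.31 from limma). RPS14, a protein of the small subunit, rose by a log2 fold change of 0.61 (standard error 0.13, adjusted p = 0.0018) in purified RNA and 0.20 (standard error 0.08, adjusted p = 0.053) in TruSeq, with -0.12 (standard error 0.05, adjusted p = 0.12 from edgeR) in-lysate. Nuclear-encoded genes of oxidative phosphorylation fell in 12 of 34 members in-lysate (23 when adjusted over the list alone). The list test, camera of limma, gave adjusted p = 3.5e-07, and adjusted p = 0.099 with an estimated correlation. In purified RNA 7 rose and 2 fell of 34 (camera adjusted p = 0.098 from limma) and in TruSeq 5 of 36 fell (camera adjusted p = 0.31 from limma). By fgsea oxidative phosphorylation was lower in-lysate (adjusted p = 1.8e-14), higher in purified RNA (adjusted p = 0.041) and not called in TruSeq (adjusted p = 0.16). The ribosomal list by fgsea was lower in-lysate (adjusted p = 0.0030) and higher in purified RNA (adjusted p = 9.3e-10) and TruSeq (adjusted p = 0.00016). NDUFB3, a subunit of respiratory complex I, had -0.39 (standard error 0.11, adjusted p = 0.011) in-lysate, 0.19 (standard error 0.16, adjusted p = 0.41) in purified RNA and -0.24 (standard error 0.09, adjusted p = 0.051 from edgeR) in TruSeq. The paper reasons step by step to its conclusion: the library totals of Fig. 2 led it to propose that in-lysate libraries need no normalization of the RNA input, and the correlations of Fig. 3 to state that the expression profiles of both Smart-3SEQ methods are highly comparable. The paper then finds more DEGs in TruSeq and purified RNA than in-lysate (Fig. 4), a correlated size of change for shared DEGs (Fig. 5) and a slightly better match of purified RNA with TruSeq (Fig. 6), and proposes that the in-lysate preparation has a slight negative effect on calling DEGs. From the overlap of the top ranks (Fig. 7) the paper proposes that both methods rank genes much as TruSeq does, and from the pathways found with all methods (Fig. 8) it proposes that the in-lysate method identifies enriched pathways accurately.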

## Discussion

Recent methods for transcriptome analysis on single cells show that RNA extraction can be skipped by using lysis buffers compatible with cDNA synthesis. These studies suggest that direct lysis results in adequate RNA recovery compared to column or magnetic beads-based RNA extraction methods which makes direct lysis rapid, cheap and highly effective^5^. Here, we expand this concept to RNA-seq library prep using samples of adherent cells growing in multi-well plates, which are a common high throughput assay model.

We demonstrate that high quality bulk RNA-seq can be performed without RNA isolation for library prep. Moreover, when combined with methods for simplified multiplex library prep using off the shelf reagents, significant time and reagent cost savings are achieved. Performing in-lysate Smart-3SEQ library prep, we have shown the success of our approach: (1) all quality control criteria were achieved, and (2) gene response profiles and pathway analysis reported by in-lysate and purified RNA library highly correlate with each other. Thus, the approach presented here enables rapid, robust and highly cost-efficient RNA-seq of adherent cell samples in parallel. The reagent costs for generating lysates used for library prep are negligible compared to RNA extraction using silica columns or magnetic beads. Moreover, this approach takes only approximately 4–6 h from sample processing to final sequencing-ready library (Supplementary Table S6).

However, there are some limitations to the approach presented here. The amount of RNA loaded for in-lysate cDNA synthesis was not normalized which resulted in variable and low-sequencing depth across samples (Supplementary Table S3). Although this issue didn’t negatively affect the quality or the gene expression profile of the samples, we did detect lower numbers of DEGs from in-lysate library prep. Moreover, Smart-3SEQ sequences only the 3′ fragment with Poly(A) tail of each transcript. Although this allows for a simple and accurate quantification of transcript abundance, information regarding splicing or genotypes cannot be detected unless the splicing junction is near the 3′ end of the transcript^10^. We used a matching dataset generated with libraries prepared from extracted RNA and processed with the Illumina TruSeq as a gold standard. Whereas a digital gene expression method such as Smart-3SEQ is not expected to match the data generated with a full-length transcript library prep method like TruSeq, it is an appropriate gold-standard as it’s the most frequently used library prep protocol. We detected a decrease in within-sample correlation between methods upon small-molecule perturbation compared to vehicle-treated samples. This effect was more marked with calmidazolium treatment. We speculate that: (1) the expression profile of human fibroblasts may become more similar between individuals upon stimulation, (2) since the lysis buffer leaves nuclei intact^5–9^, in-lysate RNA library prep captures mRNA exported to the cytoplasm which may occur differentially between individuals, or (3) perturbation with calmidazolium may cause changes undetected by our methods in the ability to correctly fragment and process mRNA.

Other transcriptional profiling platforms have been developed that facilitate processing of hundreds of samples in parallel. Luminex L1000, used for the Connectivity Map^4^ is a cost-effective platform for transcriptional profiling; however, it only allows the measurement of approximately 1000 genes making this approach less efficient and more susceptible to signal–noise problems^19^. Moreover, the inference method applied to estimate expression of the remaining transcriptome may not be accurate for specific sample types. Pooled library amplification for transcriptome expression (PLATE-Seq) is another low-cost approach for genome wide profiling which highly compares with other large-scale profiling, however it is based on RNA purification^4^. Another approach, Digital RNA with perturbation of Genes (DRUG-seq) skips RNA extraction by using the direct lysis approach and cuts down the library prep time and cost. Here, we chose SMART-3SEQ as it relies on chemical fragmentation of RNA rather than tagmentation of pooled libraries which is costly and can be variable. The approach presented here is therefore highly compatible with high throughput drug screening at a low cost.

Highly-parallel assessment of perturbation-transcriptome responses in biological samples can be an unbiased and data-rich approach to screen compounds and to test hypothesized mechanisms of disease. Other novel approaches such as single cell RNA-seq-based genetic perturbation analysis together with small-molecule-based approaches as presented here provide a nimble toolbox to uncover novel biology.

## Methods

### Cell culture

Human primary dermal fibroblasts (see below for ethics declaration and IRB approval) were obtained using the method described in^20^. Cells were maintained in DMEM (Gibco, Dublin, Ireland, Item No. 11965-092) with 20% FBS (Gibco, Dublin, Ireland, Item No. 26140-079) and Pen/Strep 1:100 (Gibco, Dublin, Ireland, Item No. 15140-122) and gentamycin 25 μg/mL (IBI Scientific, Dubuque, IA, Item No. IB02030), at 37 °C with 5% CO_2_ and were used at passage #4, near confluency, in 24 well plates. Samples were treated for 6 h as indicated with 10 μM Calmidazolium chloride (Cayman Chemical Company, Ann Arbor, MI, Item No. 14442) or Fludrocortisone acetate (Sigma-Aldrich, St. Louis, MO, Item No. F6127) or DMSO (10 μM).

### RNA preparation

Total RNA was directly extracted and purified from cell cultures using RNeasy plus mini kit from QIAGEN (Hilden, Germany). In-lysate RNA was prepared by washing cell cultures with PBS and incubating them in lysis buffer for 5 min while on ice. The lysis buffer was adapted from 5 to 9 and consists of 0.1% (1 mg/mL) BSA (New England Biolabs, Ipswich, MA, Item No. B9000S) and 0.3% Igepal CA 630 (Sigma-Aldrich, St. Louis, MO, Item No. I8896. Based on these studies, we estimated an appropriate cell/buffer volume ratio to be between 100 and 500 cells per μL buffer for adherent cells, as an excessively high ratio may negative affect compatibility with cDNA synthesis. For our cell culture vessel (24 well plate), near confluent cultures correspond to an average of 100,000 cells/well. We chose a ratio of 200 cells/μL buffer, so 500ul of Igepal/BSA buffer was used per well. The lysate was aspirated and was only mixed with the pipette tip once in a collection tube. Total RNA concentrations were measured using Qubit HS RNA, Trinean DropSense 16 and Nanodrop (Thermo Fischer Scientific, Waltham, MA) and, RNA quality was measured by Agilent BioAnalyzer (Supplementary Table S1). Samples were stored at − 80 °C until library prep.

### Library preparation

Extracted RNA and cell lysate (above) was used for preparing sequencing libraries according to the Smart-3SEQ protocol v1.9^10^. Smart-3SEQ multiplexing was done by pooling equal sample volumes in the Pre-SPRI pooling option, with the universal P5 and indexed P7 primer scheme. Illumina TruSeq libraries were prepared at the University of Iowa Genomics Facility using standard Illumina TruSeq stranded mRNA protocols. Concentration and fragment size of prepared library was measured using Qubit HS and High Sensitivity DNA Assay. Fragment size for Smart-3SEQ library was ~ 500 bp which falls within the recommended 200–600 bp (Supplementary Fig. S1).

### Sequencing

3 ng/ul of pooled cDNA library was used as sequencing input for each Smart-3SEQ libraries. Smart-3SEQ cDNA libraries were prepared with a 40% spike-in of phiX and sequenced on Illumina NovaSeq 6000 SP Flowcell instrument (approximately 400M PE Reads per lane) configured for 100nt read 1 and 8nt for the P7 index read. TruSeq mRNA-seq libraries were sequenced on two lanes of an Illumina HiSeq 4000 in 75PE configuration. 40% PhiX was added out of an abundance of caution during method implementation. This is due to our use of the two-color Illumina Novaseq 6000 system, which may generate errors when sequencing SMART-3SEQ libraries due to a trinucleotide G repeat in the second strand template-switching reverse transcription primer. We did not systematically investigate lower amounts of PhiX, which would further decrease sequencing costs.

### Data processing

The base calls were demultiplexed and converted to FASTQ format by sequencing core facility. For Smart-3SEQ data, adapters were trimmed, UMI sequence and G-overhang were extracted and polyA tails were removed according to the suggested pipeline in data processing protocol^10^. Quality control analysis was done with FastQC and MultiQC^21^. The processed fastq files were aligned using HISAT2-2.1.0^22^ and human reference genome-build GRCh38.p13 (accession: GCF_000001405.39, annotation-date 12/05/2019, annotation-source NCBI Homo sapiens Updated Annotation Release 109.20191205). Uniquely aligned reads were counted by featureCounts from the Subread package-1.6.4^23^. Overall alignment rate and featureCounts summary can be found in Supplementary Tables S2 and S3. For performing pairwise correlation (Fig. 3 and Supplementary Fig. S3), uniquely aligned gene reads were transformed into log2 counts per million (CPM). For TruSeq, each gene reads were divided by the corresponding gene length before converting it to log2cpm.

### Gene expression analysis

Uniquely aligned gene reads were then used as input for differential gene expression analysis with DESeq2-1.3-0.1^11^. Pearson’s Pairwise correlation and F-F plot was created in R using various packages and functions. ROC and PR curve were plotted using ROCR-1.0-11 package^24^. For additional software packages versions and parameters, please see Supplementary Table S7. DESeq2 results are available in Supplementary Table S8.

### Ethics declaration and human subjects research approval

Human dermal fibroblast samples were obtained in compliance with the guidelines of the Declaration of Helsinki as revised in 2013. Approval was obtained from the University of Iowa Institutional Review Board, IRB# 201311783. Informed consent was obtained from the participants of the study.

## Supplementary Information

Supplementary Information 1.

Supplementary Table S3.

Supplementary Table S8.

## Data Availability

The data used in this study is available in the NCBI Gene Expression Omnibus, accession GSE164650.

## Abbreviations

DEG: Differentially expressed gene
ROC: Receiver operating characteristic
PR: Precision recall
AUC: Area under the curve

# Supplementary material for: Performance of a scalable RNA extraction-free transcriptome profiling method for adherent cultured human cells
**Source:** Sci Rep. 2021 Sep 30;11:19438. doi: 10.1038/s41598-021-98912-x

# Performance of a scalable RNA extraction-free transcriptome profiling method for adherent cultured human cells

Shreya Ghimire<sup>1</sup>, Carley G. Stewart<sup>1</sup>, Andrew L. Thurman<sup>1</sup>, Alejandro A. Pezzulo<sup>1\*</sup>

**Supplementary Table S1: RNA QC values.** Final elution concentrations and quality of purified RNA samples. 260/280, 260/230, 28S/18S ratios and RNA quality number (RQN) indicates the quality of total purified RNA. ~2 for 260/280 and 28S/18S, RQN of 10 indicates high quality RNA samples.

| Sample name           | Nanodrop |         |         | Qubit HS | Fragment Analyzer |     |         |
|-----------------------|----------|---------|---------|----------|-------------------|-----|---------|
|                       | ng/ul    | 260/280 | 260/230 | ng/ul    | Conc (ng/ul)      | RQN | 28S/18S |
| samp1_DMSO            | 95.7     | 2.08    | 0.26    | 95       | 108.91            | 10  | 2       |
| samp1_calmidazolium   | 58.4     | 2.07    | 0.79    | 80       | 81.35             | 10  | 2       |
| samp1_fludrocortisone | 93.5     | 2.11    | 0.77    | 96       | 121.89            | 10  | 2.3     |
| samp2_DMSO            | 84.4     | 2.11    | 0.39    | 112      | 141.29            | 10  | 1.9     |
| samp2_calmidazolium   | 54.7     | 2.11    | 0.21    | 81.2     | 74.36             | 10  | 2.2     |
| samp2_fludrocortisone | 48.8     | 2.14    | 0.76    | 78.6     | 61.34             | 10  | 2.2     |
| samp3_DMSO            | 47.7     | 2.09    | 0.61    | 43.8     | 67.63             | 10  | 2.3     |
| samp3_calmidazolium   | 27.7     | 2.03    | 0.19    | 19.1     | 30.34             | 10  | 2.6     |
| samp3_fludrocortisone | 44.4     | 2.09    | 0.89    | 36       | 45.01             | 10  | 2.1     |
| samp4_DMSO            | 55.7     | 2.25    | 0.28    | 116      | 107.68            | 10  | 2       |
| samp4_calmidazolium   | 49.1     | 2.23    | 0.44    | 76.8     | 43.04             | 10  | 1.8     |
| samp4_fludrocortisone | 91.9     | 2.07    | 1.36    | 80.4     | 91.45             | 10  | 2       |
| samp5_DMSO            | 76.1     | 2.06    | 1.57    | 106      | 81.68             | 10  | 2.1     |
| samp5_calmidazolium   | 35.7     | 2       | 1.26    | 106      | 37.25             | 10  | 2.3     |
| samp5_fludrocortisone | 72.9     | 2.05    | 0.7     | 93       | 96.87             | 10  | 2.3     |
| samp6_DMSO            | 63.5     | 2.03    | 0.74    | 98.8     | 78.17             | 10  | 2       |
| samp6_calmidazolium   | 22.6     | 2.17    | 0.35    | 32.8     | 20.45             | 10  | 2.2     |
| samp6_fludrocortisone | 67.1     | 2.08    | 0.32    | 86.4     | 74.95             | 10  | 2       |

**Supplementary Table S2: Percentage of sequenced reads aligned to the reference genome.**

The tables show the overall alignment rate (%) from HISAT2 v2.1.0 for each library prep methods.

| Sample name            | In-lysate (%) | Purified RNA (%) | TruSeq (%) |
|------------------------|---------------|------------------|------------|
| samp_1_DMSO            | 74.16         | 80.6             | 68.13      |
| samp_2_DMSO            | 71.22         | 75.27            | 71.78      |
| samp_3_DMSO            | 74.1          | 79.22            | 72.29      |
| samp_4_DMSO            | 74.2          | 78.28            | 68.78      |
| samp_5_DMSO            | 75.46         | 78.64            | 71.82      |
| samp_6_DMSO            | 75.46         | 79.59            | 72.88      |
| samp_1_calmidazolium   | 74.97         | 83.22            | 70.07      |
| samp_2_calmidazolium   | 73.08         | 80.24            | 71.59      |
| samp_3_calmidazolium   | 76.71         | 81.64            | 73.95      |
| samp_4_calmidazolium   | 74.75         | 83.73            | 71.89      |
| samp_5_calmidazolium   | 75.36         | 83.92            | 72.59      |
| samp_6_calmidazolium   | 72.04         | 83.54            | 67.27      |
| samp_1_fludrocortisone | 72.82         | 82.73            | 70.92      |
| samp_2_fludrocortisone | 73.48         | 81.12            | 71.74      |
| samp_3_fludrocortisone | 76.31         | 67.24            | 73.11      |
| samp_4_fludrocortisone | 73.61         | 83.31            | 70.5       |
| samp_5_fludrocortisone | 76.9          | 82.27            | 73.11      |
| samp_6_fludrocortisone | 73.87         | 78.07            | 73.79      |

**Supplementary Table S4: DEGS identified for each method and comparisons.** FDR cutoff:0.01. Genes with N/A for log2FC and p-values are labelled as filtered. Data shown in MA plot (Figure 4a)

| Method       | Comparison              | DEG  | Non-DEG | filtered |
|--------------|-------------------------|------|---------|----------|
| In lysate    | Calmidazolium vs DMSO   | 1197 | 8850    | 28476    |
|              | Fludrocortisone vs DMSO | 688  | 11243   | 26592    |
| Purified RNA | Calmidazolium vs DMSO   | 2822 | 8587    | 27114    |
|              | Fludrocortisone vs DMSO | 1608 | 12356   | 24559    |
| TruSeq       | Calmidazolium vs DMSO   | 3210 | 9552    | 25761    |
|              | Fludrocortisone vs DMSO | 2119 | 12479   | 23925    |

**Supplementary Table S5: Significant genes identified for each method and comparison.** We used FDR cutoff of 0.01 and  $\text{abs}(\log_2\text{FC}) > 1$ . Genes with N/A for  $\log_2\text{FC}$  and p-values are labelled as filtered. Significant genes(sig) are further divided into upregulated(up) and down regulated genes. Data shown in Volcano plot (Figure 4b).

| Method       | Comparison              | sig |      | non-sig | filtered |
|--------------|-------------------------|-----|------|---------|----------|
|              |                         | up  | down |         |          |
| In lysate    | Calmidazolium vs DMSO   | 195 | 13   | 9839    | 28476    |
|              | Fludrocortisone vs DMSO | 124 | 49   | 11758   | 26592    |
| Purified RNA | Calmidazolium vs DMSO   | 239 | 56   | 11114   | 27114    |
|              | Fludrocortisone vs DMSO | 265 | 149  | 13550   | 24559    |
| TruSeq       | Calmidazolium vs DMSO   | 293 | 107  | 12362   | 25761    |
|              | Fludrocortisone vs DMSO | 328 | 217  | 14053   | 23925    |

**Supplementary Table S6: Reagent and Time Costs**

|                    | In lysate + Smart-3SEQ   | Purified + Truseq      |
|--------------------|--------------------------|------------------------|
| Lysis/Extraction   | Lysis buffer: €35        | Qiagen RNeasy: \$7     |
| Library Prep       | Smart-3SEQ reagents: \$5 | Illumina Truseq: \$152 |
| Total Reagent Cost | \$5.35                   | \$159                  |
| Total Time         | 4 hours                  | 2.5 days               |

**Supplementary Table S7: Software and packages versions with non-default parameters and sessionInfo() data.**

| Software/ packages        | Version                  | parameters                                                                                                                                                                                            |
|---------------------------|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| FastQC                    | v0.11.9                  | default                                                                                                                                                                                               |
| MultiQC                   | 1.8                      | default                                                                                                                                                                                               |
| Umi_homopolymer.py script | Smart-3SEQ protocol v1.9 | UMI sequence, G-overhang extraction, and A-tail removal was done with the umi_homopolymer.py script provided with the Smart-3SEQ protocol v1.9                                                        |
| HISAT2                    | 2.1.0                    | truseq: hisat2 -x <ht2-index> {-1 <m1> -2 <m2>} -S <sam> , Smart3seq: hisat2 -x <ht2-index> -U <*trim_r> -S <sam>                                                                                     |
| featureCounts             | subread package- 1.6.4   | truseq: featureCounts -p -a <annotation_file> -F GTF -t exon -g gene_id -o <output_file> , Smart3seq: featureCounts -a <annotation_file> -F GTF -t exon -g gene_id -s 1 --read2pos 5 -o <output_file> |
| samtools                  | 1.3.1                    | default                                                                                                                                                                                               |
| R                         | 4.0.5                    | N/A                                                                                                                                                                                                   |
| DESeq2                    | 1.30.1                   | design: donor + treatment                                                                                                                                                                             |
| fgsea                     | 1.16.0                   | Pathways: hallmark gene sets pathway from MSigDB v7.4                                                                                                                                                 |

R version 4.0.5 (2021-03-31)

Platform: x86\_64-apple-darwin17.0 (64-bit)

Running under: macOS Big Sur 10.16

Matrix products: default

LAPACK: /Library/Frameworks/R.framework/Versions/4.0/Resources/lib/libRlapack.dylib

locale:

[1] en\_US.UTF-8/en\_US.UTF-8/en\_US.UTF-8/C/en\_US.UTF-8/en\_US.UTF-8

attached base packages:

[1] parallel stats4 stats graphics grDevices utils datasets methods base

other attached packages:

[1] extrafont\_0.17 RColorBrewer\_1.1-2 data.table\_1.14.0 fgsea\_1.16.0  
 [5] tidyr\_1.1.3 dplyr\_1.0.5 tibble\_3.1.1 stringr\_1.4.0  
 [9] purrr\_0.3.4 readr\_1.4.0 ggpmisc\_0.3.9 ggplot2\_3.3.3  
 [13] ROCR\_1.0-11 extraDistr\_1.9.1 gridExtra\_2.3 cowplot\_1.1.1  
 [17] pheatmap\_1.0.12 irr\_0.84.1 lpSolve\_5.6.15 gplots\_3.1.1  
 [21] DESeq2\_1.30.1 SummarizedExperiment\_1.20.0 Biobase\_2.50.0 MatrixGenerics\_1.2.1  
 [25] matrixStats\_0.58.0 GenomicRanges\_1.42.0 GenomeInfoDb\_1.26.7 IRanges\_2.24.1  
 [29] S4Vectors\_0.28.1 BiocGenerics\_0.36.1 MASS\_7.3-53.1

loaded via a namespace (and not attached):

[1] nlme\_3.1-152 bitops\_1.0-7 bit64\_4.0.5 httr\_1.4.2 tools\_4.0.5  
 [6] utf8\_1.2.1 R6\_2.5.0 KernSmooth\_2.23-18 DBI\_1.1.1 mgcv\_1.8-34  
 [11] colorspace\_2.0-0 withr\_2.4.2 tidyselect\_1.1.0 extrafontdb\_1.0 bit\_4.0.4  
 [16] compiler\_4.0.5 cli\_2.5.0 DelayedArray\_0.16.3 labeling\_0.4.2 caTools\_1.18.2  
 [21] scales\_1.1.1 genefilter\_1.72.1 digest\_0.6.27 XVector\_0.30.0 pkgconfig\_2.0.3  
 [26] fastmap\_1.1.0 rlang\_0.4.10 RSQLite\_2.2.7 generics\_0.1.0 farver\_2.1.0  
 [31] BiocParallel\_1.24.1 gtools\_3.8.2 RCurl\_1.98-1.3 magrittr\_2.0.1 polynom\_1.4-0  
 [36] GenomeInfoDbData\_1.2.4 Matrix\_1.3-2 Rcpp\_1.0.6 munsell\_0.5.0 fansi\_0.4.2  
 [41] lifecycle\_1.0.0 stringi\_1.5.3 zlibbioc\_1.36.0 grid\_4.0.5 blob\_1.2.1  
 [46] crayon\_1.4.1 lattice\_0.20-41 splines\_4.0.5 annotate\_1.68.0 hms\_1.0.0  
 [51] locfit\_1.5-9.4 knitr\_1.33 pillar\_1.6.0 geneplotter\_1.68.0 fastmatch\_1.1-0  
 [56] XML\_3.99-0.6 glue\_1.4.2 BiocManager\_1.30.12 vctrs\_0.3.7 Rttf2pt1\_1.3.8  
 [61] gtable\_0.3.0 cachem\_1.0.4 xfun\_0.22 xtable\_1.8-4 survival\_3.2-10  
 [66] AnnotationDbi\_1.52.0 memoise\_2.0.0 ellipsis\_0.3.1

Supplementary Figure S1: Bioanalyzer traces of sequencing-ready libraries

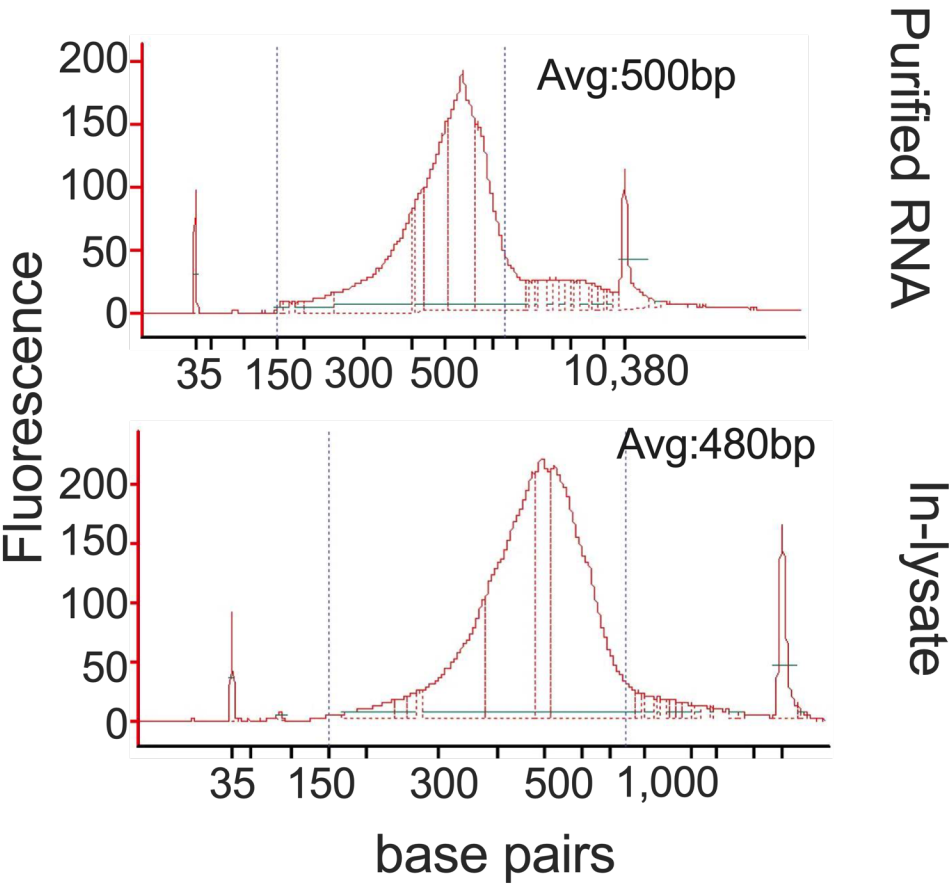

**Supplementary Figure S2: Total gene counts in comparison groups.** Each dot represents a donor. The y axis is the total uniquely aligned reads in million(M).

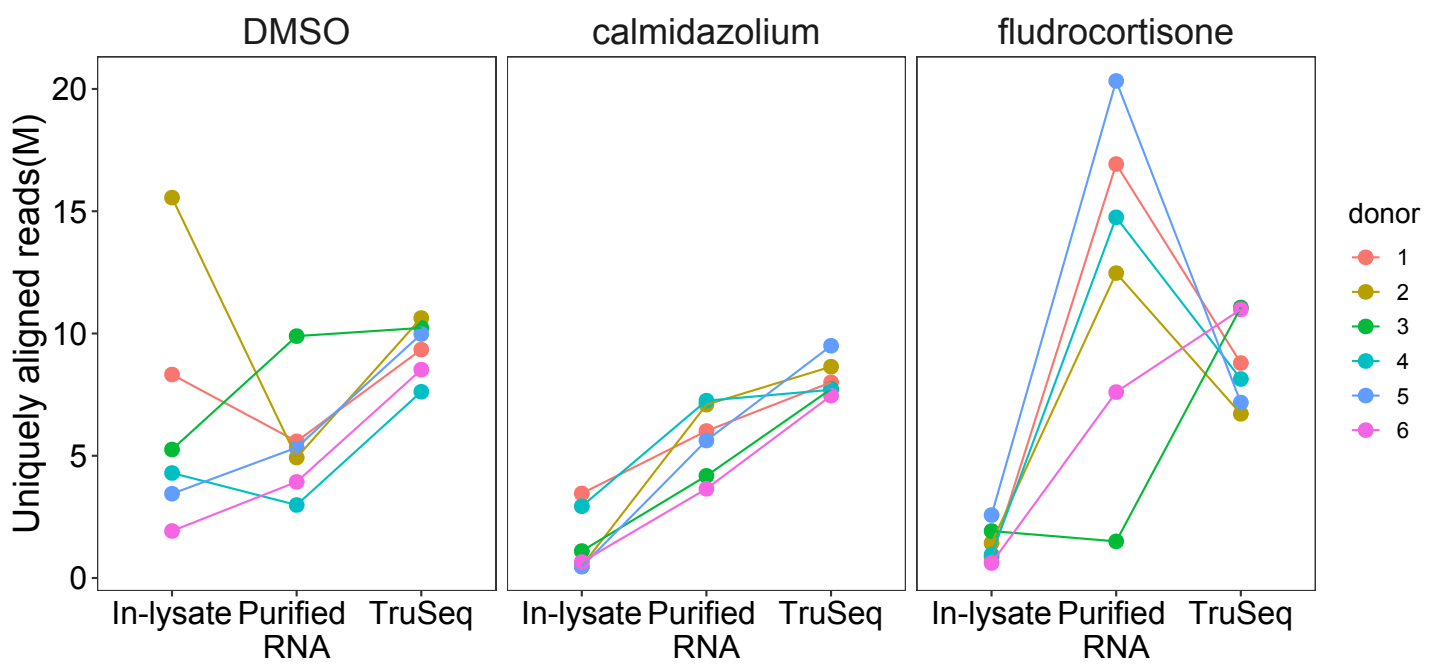

**Supplementary Figure S3: uniquely aligned gene reads Correlation including TruSeq.** Values in each plot are  $R^2$ , Pearson's correlation. Log2(Counts per million) was used to calculate the correlation.

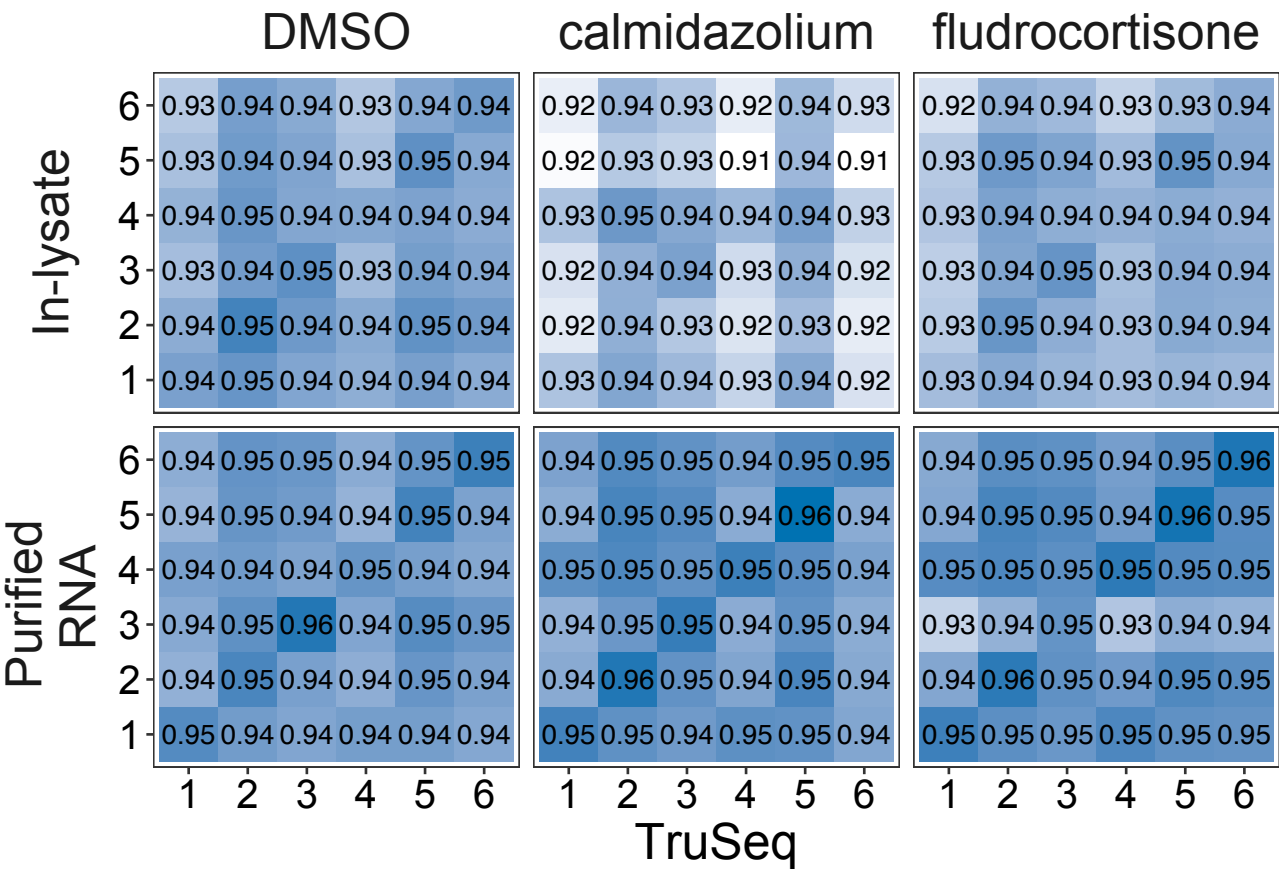

**Supplement:** Supplementary file 1 — Supplementary Information 1.

How the deposited data were processed for this re-analysis (not part of the article)

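The data are gene counts of 54 RNA sequencing libraries of dermal fibroblasts from 6 donors, treated with DMSO, calmidazolium or fludrocortisone at 10 µM for 6 h and prepared by 3 methods. As deposited, the counts are raw reads per gene which the authors made by trimming the reads, aligning them to GRCh38 with HISAT2 2.1.0 and counting unique reads with featureCounts of Subread 1.6.4, by strand and 5' read end for Smart-3SEQ and as pairs with no strand setting for TruSeq. The submitters' notes name DESeq2 1.26.0. XIST and genes of the Y chromosome were left out of all analyses, 173 genes in all. Libraries were grouped by method and treatment, with donor as the replicate, and no count column was set aside. Analysis was done in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, fgsea 1.28.0, GenomicRanges 1.54.1 and data.table 1.17.8. edgeR's filterByExpr with a minimum count of 10, TMM factors and a quasi-likelihood F test with donor as a term were used for each method, for the difference in drug effect between methods and for the DMSO difference, with Benjamini-Hochberg adjustment at 0.1. Standard errors are the log2 fold change divided by the square root of F. camera used a preset correlation between genes of 0.01 and adjusted over the 23 or 24 lists with measured genes in each comparison, called at 0.05, with 25 lists and 545 members fixed in advance. The list test with an estimated correlation and fgsea on DESeq2 Wald statistics were alternatives. Correlations used log2(CPM + 1) with TruSeq counts divided by gene length, and differences were tested by exact permutation or sign flips over 6 donors, where the smallest two-sided p of 6 donors is 0.0313. ROC and PR areas ranked genes by adjusted p against TruSeq DEGs, and top lists of 300 and 600 genes were compared, with jackknife standard errors over donors. Named genes were chosen by a rule fixed in advance. It took the 8 largest rises and 6 largest falls per drug among genes past the threshold in all 3 methods and with the same sign in all donors, up to 3 members per list and drug past the threshold with the same sign in at least 2 methods, and the 5 largest differences each way between in-lysate and purified RNA. It also took MALAT1, NEAT1, FKBP5, TSC22D3, PER1, ZBTB16, HMGCS1, INSIG1, IL6, CXCL8, COL1A1 and MKI67. Some genes chosen by this rule are not reported here. Alternatives were DESeq2, RLE factors, no filter, no donor term, thinning each library to the lowest total of the 3 methods for its donor and treatment, a threshold of 0.01, other correlations and pseudocounts, other truth sets, and leaving out donors or in-lysate libraries under 1e6 counts. Splits of the samples swapped treatments within donors (32 swaps), and the self-test on simulated data used 200 changed genes and gave false calls of 8.46% to 13.5% of all calls. Within each method, 18 of 18 pairs of libraries from the same donor correlated above 0.1 after removal of treatment means over 5000 genes, and 0 of 135 pairs of libraries were identical. Gene positions are those of the GENCODE annotation of GRCh38. Depth by group and the recovery in simulated data are given with the data.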

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

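The tests of why fludrocortisone-responsive genes were raised in in-lysate libraries, and of gene length, were chosen only after the result was seen, and the former were changed after a first look at their values.

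1 purified RNA library of the fludrocortisone group stood apart from its group, with a mean R² of 0.959 with the other 5 against 0.975 for the nearest library. It was that of donor 3 and held 1499048 counts, the fewest of its group, and the paper's Table S2 gives 67.24% of its reads as aligned, against 78.07% for the next. Without all libraries of donor 3 the purified RNA fludrocortisone DEGs were 3702, and the fludrocortisone effect differed between in-lysate and purified RNA for 554 genes. Chance alone puts about 1 in 20 sets of values apart. The 36 sets tested were totals, R² within groups, R² between methods and aligned reads, each by group or pair of groups. Of these, 3 had a value that stood apart, where 1.8 would by chance. The sets share libraries, so they are not independent.

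The calmidazolium effect differed between in-lysate and purified RNA for 757 genes. The highest of the other splits, which swap the methods within donors, gave 106, so the real split was the highest of 32. With the gene length trend of each library removed 298 genes differed. Across genes the difference had a Spearman correlation with gene length of 0.32. The fludrocortisone effect differed for 32 genes, and the highest of the other splits, which swapped the methods of donor 3 alone, gave 322. So chance cannot be excluded, and the splits point to donor 3 as standing apart. Between purified RNA and TruSeq the effects differed for 1 and 2 genes, against 2 and 8 in the highest other splits, so chance cannot be excluded. The calmidazolium effect on the heat shock list differed by a median of 0.37, on DNA replication by -0.29, on oxidative phosphorylation by -0.34 and on ribosomal proteins by -0.25, and the fludrocortisone effect on glucocorticoid-induced genes by -0.65 and on the matrix list by -0.12, each by camera of limma on the difference. In that order adjusted p = 0.0053, 0.044, 3.9e-13, 4.3e-15, 7.3e-20 and 0.013, and adjusted p = 0.60, 0.60, 0.34, 0.34, 9.0e-05 and 0.69 with an estimated correlation, so only the call of the glucocorticoid list held with it.

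Glucocorticoid-responsive genes stood higher in in-lysate DMSO libraries: with each gene scaled so that its treated level in-lysate equalled that in purified RNA, the 116 genes raised only by fludrocortisone showed 13.0% (95% bounds 10.8 and 15.9) of the rise in purified RNA, and in calmidazolium libraries 16.5% (14.0 and 21.7). Treated reads spread evenly over the in-lysate libraries would take as large a part of the rise of calmidazolium-specific genes, but for these, scaled alike, it was -4.06% (-7.71 and -0.295), as their unscaled levels were higher in-lysate than in purified RNA by a median log2 difference of 0.33 in DMSO but of 0.50 in calmidazolium libraries. A background might raise genes of low level alike. The unscaled log2 medians of the fludrocortisone-specific genes were 0.45 in DMSO and 0.62 in calmidazolium libraries. The upper bounds for 95% of lists of unresponsive genes matched on level were 0.25 and 0.32. The calmidazolium-specific genes also lay above theirs, in DMSO (0.33 against 0.25) and in calmidazolium libraries (0.50 against 0.21). Genes responsive to either drug thus exceeded unresponsive ones of like level, so the comparison cannot exclude a background for this set. Glucocorticoid activity in the wells may account for the pattern, and genes lowered by fludrocortisone showed 21.1% (11.4 and 34.0) of the fall in DMSO libraries but -2.19% (-18.3 and 22.0) in calmidazolium libraries. Unscaled, these lowered genes were higher in-lysate, not lower as such activity needs, by 0.24 in DMSO, 0.41 in calmidazolium (upper bound of matched lists 0.35) and 0.32 in fludrocortisone libraries, and the wide bounds of -2.19% leave the activity open, so it cannot be told apart from other causes.

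The calmidazolium effect on ribosomal protein and oxidative phosphorylation genes was lower in-lysate by camera of limma. Neither call held with an estimated correlation (camera adjusted p = 0.34 each). Without the shallowest in-lysate libraries the ribosomal median was -0.23, which argues against the depth of these libraries as the cause. After removal of the length trend of each library the oxidative phosphorylation median was -0.18, so length is not its whole cause. The ribosomal median was -0.035, so that a shift between long and short transcripts cannot be told apart from a biological difference for these genes. The wells differed, so a biological difference between cultures stays open and untested.

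For DEGs in-lysate the real split was the highest of 32. With calmidazolium it gave 1766 against 592 in the highest of 31 other splits, which swap drug and DMSO within donors. With fludrocortisone it gave 735 against 194. Being the highest of 32 splits is the most that this check can show, and it was not adjusted for the number of results checked. The real split was also the highest for purified RNA with calmidazolium (3690 against 1694) and for TruSeq (4470 against 2257, and 2383 against 4). It was not for purified RNA with fludrocortisone (1886 against 2558), so chance cannot be excluded there by this check. The 2558 came from swapping donor 3 alone, and without donor 3 there were 3702 DEGs. With an absolute log2 fold change above 1 the real split was the highest of these for each: 262 against 129 and 160 against 61 in-lysate, 304 against 143 and 342 against 241 in purified RNA, 395 against 204 and 489 against 3 in TruSeq. For lists called the real split was the highest only for TruSeq with calmidazolium (16 against 12). Chance cannot be excluded for the number of lists called in-lysate (13 against 13, 4 against 6), in purified RNA (12 against 13, 3 against 5) or in TruSeq with fludrocortisone (3 against 10). An in-lysate calmidazolium swap with 0 DEGs still had 12 lists called, so this number does not test any single list. For the DMSO difference between methods the real split was the highest of those that swap the methods (5555 against 0). Of 8 further splits that left the 2 libraries of some donors together, the highest gave 841 and 351 DEGs in-lysate (calmidazolium, fludrocortisone), 835 and 707 in purified RNA and 2099 and 650 in TruSeq. Above an absolute log2 fold change of 1 these gave 217 and 105, 188 and 200, and 319 and 253, all under the real values, and for lists 12 and 9, 14 and 6, and 12 and 10.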

How the results depend on the processing

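The alternatives were set before the data were examined, apart from leaving out donors or shallow in-lysate libraries in the comparisons of methods, which were chosen after seeing the data. Of 383 values of 54 results under alternatives, 224 stayed within their limit and 159 moved. For counts of DEGs and of genes that differ, the limit was a fixed ratio to the main value. For correlations it was the SD or jackknife standard error over donors. Of 2095 values of 426 results of 133 named genes, 1854 kept direction and call, 240 kept direction and lost the call, and 1 changed sign: with thinned counts KRT10 with fludrocortisone in TruSeq was 0.036. The causes were not tested. Simulated in-lysate data gave 42.0% recovery at a log2 fold change of 0.5.

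Without donor as a term the DEGs were 844 in-lysate, 942 in purified RNA and 1142 in TruSeq with calmidazolium and 328, 484 and 645 with fludrocortisone. The methods then differed for 3446 genes in DMSO, and drug effects for 2 and 1 genes between in-lysate and purified RNA and for 0 and 1 between purified RNA and TruSeq. R² of shared calmidazolium DEGs was 0.857. ROC areas were 0.776 and 0.847 for calmidazolium and 0.815 and 0.897 for fludrocortisone (in-lysate, purified RNA), and PR areas 0.448 and 0.589 for calmidazolium and 0.595 in-lysate for fludrocortisone. Fludrocortisone overlaps of in-lysate with purified RNA were 65.00% and 56.3% (top 300 and 600) and with TruSeq 56.00% (top 600), and TruSeq had 9 and 1 lists called.

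DESeq2 gave 1166 and 98 genes that differ between in-lysate and purified RNA, 58 and 31 between purified RNA and TruSeq, and ROC areas of 0.696 in-lysate for calmidazolium and 0.772 and 0.829 in-lysate and in purified RNA for fludrocortisone. At an FDR under 0.01 DEGs were 684, 1348 and 2207 with calmidazolium and 410, 814 and 1287 with fludrocortisone (in-lysate, purified RNA, TruSeq). With all genes kept, purified RNA had 493 and 548 DEGs with an absolute log2 fold change above 1, 259 genes differed for fludrocortisone between in-lysate and purified RNA, and 222 and 228 between purified RNA and TruSeq. R² of shared calmidazolium DEGs was 0.734. Calmidazolium overlaps were 57.00, 63.7 and 68.00% of the top 300 and 47.7, 53.5 and 61.3% of the top 600 (in-lysate with purified RNA, in-lysate with TruSeq, purified RNA with TruSeq), and fludrocortisone 69.3 and 78.3% of the top 300 with TruSeq.

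Thinned to the lowest total of the 3 methods for each donor and treatment, DEGs were 2166 and 939 in purified RNA and 2711 and 1432 in TruSeq, TruSeq had 323 fludrocortisone DEGs with an absolute log2 fold change above 1, and 6 of its fludrocortisone lists were called. Drug effects differed for 11 genes with fludrocortisone between in-lysate and purified RNA and 4 and 4 between purified RNA and TruSeq. R² with calmidazolium and fludrocortisone was 0.939 and 0.953 for in-lysate and purified RNA, 0.862 and 0.876 for in-lysate and TruSeq, and 0.884 and 0.889 for purified RNA and TruSeq. The calmidazolium PR area of purified RNA was 0.574, and the fludrocortisone in-lysate ROC and PR areas 0.806 and 0.627. Overlaps of in-lysate with TruSeq were 55.3 and 49.3% for calmidazolium and 70.3 and 68.2% for fludrocortisone, and with purified RNA 72.7 and 65.7% for fludrocortisone (top 300, top 600).

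Squared rank correlations were 0.8598, 0.825 and 0.823 for in-lysate and purified RNA (DMSO, calmidazolium, fludrocortisone), 0.795, 0.763 and 0.774 for in-lysate and TruSeq, and 0.810, 0.818 and 0.810 for purified RNA and TruSeq. Over genes with at least 1 CPM R² was 0.925, 0.856 and 0.896, 0.688, 0.637 and 0.670, and 0.708, 0.720 and 0.720 in that order. With a pseudocount of 0.1 it was 0.955, 0.925 and 0.939 for in-lysate and purified RNA and 0.8604 and 0.871 for in-lysate and TruSeq with calmidazolium and fludrocortisone. Without division by gene length it was 0.921, 0.904 and 0.910 for in-lysate and 0.920, 0.918 and 0.921 for purified RNA with TruSeq. Over all genes tested in both Smart-3SEQ methods R² of log2 fold changes was 0.368 and 0.415.

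With TruSeq DEGs at an FDR under 0.01 as truth, calmidazolium ROC areas were 0.735 and 0.796 and PR areas 0.482 and 0.592, and fludrocortisone ROC areas 0.801 and 0.880 and the in-lysate PR area 0.603. With truth limited to an absolute log2 fold change above 1, PR areas were 0.385 and 0.482 for calmidazolium and 0.432 and 0.551 for fludrocortisone, and its in-lysate ROC area 0.650. Over genes tested in all 3 methods the in-lysate ROC areas were 0.648 and 0.776 and its fludrocortisone PR area 0.617. With an estimated correlation camera called 7, 7 and 5 lists for calmidazolium and 2 in-lysate and 1 in TruSeq for fludrocortisone, and fgsea called 7 in-lysate and 1 in TruSeq for fludrocortisone. Without the in-lysate libraries under 1e6 counts there were 1003 and 391 in-lysate DEGs, and 284 and 6 genes differed between in-lysate and purified RNA. Leaving out 1 donor at a time gave 1064 to 1839 in-lysate and 2425 to 4581 purified RNA DEGs with calmidazolium and 1186 to 3702 purified RNA DEGs with fludrocortisone. It gave 160 to 1348 and 2 to 554 genes that differ between in-lysate and purified RNA, and 1 to 250 and 1 to 289 between purified RNA and TruSeq. PR areas were 0.497 to 0.591 in-lysate and 0.597 to 0.648 in purified RNA for calmidazolium and 0.517 to 0.555 in-lysate for fludrocortisone.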

Differences from the paper's values

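The alternatives named here were set before the data were examined.

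For the in-lysate calmidazolium genes that fell with an absolute log2 fold change above 1, the paper's Table S5 gives 13 and the count here is 42. The caption of that table states an FDR of 0.01 and Fig. 4b, which shows the same genes, 0.1, and the count here is at 0.1. All 6 alternatives also differ: 24 without donor as a term, 45 with DESeq2, 43 with RLE factors, 99 with no filter, 40 with counts thinned to the lowest total of the 3 methods for each donor and treatment (thinned counts below) and 7 at an FDR under 0.01. None of them gives the paper's value, which lies between the 7 at an FDR under 0.01 and the 24 without donor as a term. DESeq2 at an FDR under 0.01 was not run.

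With calmidazolium the paper's Table S4 gives 1197 DEGs in-lysate, 2822 in purified RNA and 3210 in TruSeq. Its caption states an FDR of 0.01. The counts here were 1766, 3690 and 4470, with DESeq2 1659, 3603 and 4240, and 684, 1348 and 2207 at an FDR under 0.01. With fludrocortisone the paper gives 688, 1608 and 2119, and the counts here were 735, 1886 and 2383. For the calmidazolium DEGs of in-lysate alone, the paper shows about 490 in Fig. 5, read by eye, and the count here is 788. Of the alternatives, the fit without donor as a term came closest (499), while no filter gave 697 and an FDR under 0.01 gave 329. DESeq2 gave 746, RLE factors 795 and thinned counts 929.

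The paper states that treated samples vary more in their totals than vehicle samples, and here the SD of the log2 totals was higher with the drug in 3 of 6 comparisons. The paper states that both curves were better for fludrocortisone, and here the ROC area was higher but the PR area differed by -0.0110 (jackknife standard error 0.0514) in-lysate and -0.0142 (0.0971) in purified RNA. The ROC area was lower for fludrocortisone in-lysate with truth above an absolute log2 fold change of 1 (0.6496 against 0.6627) and higher with both methods under the other 11 of 12 alternatives. The PR area was higher for fludrocortisone with both methods under 10 of 12, and lower without donor 3 (0.541 against 0.546 in-lysate, 0.560 against 0.615 in purified RNA) or donor 6 (0.555 against 0.591, 0.614 against 0.648). It was higher without each other donor and with DESeq2 (0.557 against 0.553 in-lysate, 0.661 against 0.648 in purified RNA), no donor term (0.595 against 0.448, 0.743 against 0.589), thinned counts (0.627 against 0.509, 0.642 against 0.574), truth at an FDR under 0.01 (0.603 against 0.482, 0.727 against 0.592), truth above an absolute log2 fold change of 1 (0.432 against 0.385, 0.551 against 0.482) and genes tested in all 3 methods (0.617 against 0.593, 0.6901 against 0.687). The values the paper labels R² in Fig. 3 match the Pearson r computed here. The hypoxia and glycolysis list used here, which is not the paper's Hallmark set, had medians of -0.06, -0.04 and -0.05 with fludrocortisone in-lysate, in purified RNA and in TruSeq, where 0, 2 and 1 members rose and 3, 5 and 5 fell. It was not called by camera with any method and was called lower by fgsea in-lysate (adjusted p = 0.017), where the paper shows the hypoxia pathway as enriched upward.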

Other observations

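The length of 20 genes near 0 in TruSeq and their overlap with other genes were tested before their results were seen, and the tests of the other gene groups below were planned.

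Glucocorticoids are known to act on fat cell genes, and with fludrocortisone 1 of 10 adipogenic genes rose in-lysate, 4 in purified RNA and 4 in TruSeq (2, 4 and 4 when adjusted over the list alone). By camera of limma the list had adjusted p = 0.15, 0.0024 and 0.066, and adjusted p = 0.25, 0.043 and 0.36 with an estimated correlation. A difference in this effect between in-lysate and purified RNA was not called (adjusted p = 0.136 by camera). With calmidazolium 3, 6 and 4 rose (3, 6 and 4 when adjusted over the list alone). For these camera of limma gave adjusted p = 0.088, 0.00026 and 0.014, and adjusted p = 0.14, 0.010 and 0.11 with an estimated correlation. Of 22 p53 targets 8, 7 and 7 rose and 2, 7 and 8 fell with calmidazolium in-lysate, in purified RNA and in TruSeq (8, 9 and 7 and 3, 7 and 8 when adjusted over the list alone). Camera of limma gave adjusted p = 0.00067, 0.073 and 0.032, and adjusted p = 0.0097, 0.25 and 0.18 with an estimated correlation. Of 18 oxidative stress genes 6, 8 and 9 rose and 2, 1 and 1 fell in the same order (8, 8 and 9 and 2, 1 and 1 when adjusted over the list alone). The list test, camera of limma, gave adjusted p = 0.077, 0.0090 and 0.0032, and adjusted p = 0.13, 0.14 and 0.23 with an estimated correlation.

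Of 20 genes abundant in both Smart-3SEQ methods and under 1 CPM in TruSeq, 44.4% of those with a position had over 50% of their exon bases inside exons of another gene, against 2.29% of 6159 other genes (Fisher's exact p = 3.4e-09). Exons were those of GENCODE 44, whereas the authors used an NCBI annotation, whose overlaps may differ. For the 10 with less overlap the median length was 1683.5 bases, against 4264 for other genes, and 11 of 10000 random lists were as short. Dropped pairs where genes overlap may account for part of the 20 genes. The lengths of the 10 ran from 111 bases (SNHG25) to 4193 bases (C15orf61). Loss of short transcripts could thus account for only some of them, and a lower median length does not test it.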
